# Senataxin regulates cisplatin resistance through an R-loop-mediated mechanism in HPV-associated head and neck cancer

**DOI:** 10.1016/j.isci.2025.113348

**Published:** 2025-08-13

**Authors:** Hannah Crane, Ian Carr, Keith D. Hunter, Sherif F. El-Khamisy

**Keywords:** cancer, genomic analysis, genomics

## Abstract

Resistance to cisplatin is a key clinical concern in HPV-independent (HPV−) and HPV-associated (HPV+) head and neck cancer. Upregulation of DNA repair is known to contribute to cisplatin resistance and a major source of endogenous DNA damage are DNA/RNA hybrids, known as R-loops. Following creation of HPV+ and HPV− cisplatin resistant cell lines, RNA-sequencing revealed alterations in the expression of known R-loop regulators. Resistant cells had elevated global R-loop levels and in HPV+ resistant cells there was a corresponding upregulation of the R-loop resolving protein, senataxin. Depletion of senataxin led to increased sensitivity to cisplatin, an increase in DNA damage and elevated R-loops at specific genomic loci. In summary, using an *in vitro* model of cisplatin resistance, we identified that senataxin modulates sensitivity to cisplatin through an R-loop-mediated mechanism in HPV+ cells. R-loops may represent a potential therapeutic target and warrant further investigation.

## Highlights

• Cisplatin resistant cells show differential expression of R-loop regulators
• Global R-loops were elevated in resistant cells
• Senataxin depletion led to increased sensitivity to cisplatin
• Senataxin depletion was associated with increased DNA damage and elevated R-loops

## Introduction

Oropharyngeal squamous cell carcinoma (OPSCC) is a site defined subset of head and neck squamous cell carcinoma occurring in the base of tongue, soft palate, and tonsils,^1^ which has shown a dramatic increase in incidence in the western world.^2^ Over the past three decades, the role of high risk human papilloma virus (HPV), in a subset of OPSCC has become apparent.^3^ Given the overwhelming evidence of a causative role of HPV, in 2017 OPSCC was categorized into two distinct clinical subtypes, HPV-positive (HPV-associated/HPV+) and HPV-negative (HPV-independent/HPV−).^1^^,^^4^ This was undertaken in recognition of the markedly improved prognosis of HPV+ OPSCC (3-year survival of 82.4%) when compared to HPV− OPSCC (3-year survival of 57.1%).^3^

Platinum-based chemotherapeutic agents, such as cisplatin are a mainstay in the treatment of OPSCC, alongside surgery and radiotherapy. Cisplatin (*cis*-diamminedichloroplatinum [II]) was first identified as an anti-tumor agent in 1969^5^ and following cisplatin uptake into a tumor cell, the low chloride concentration within the cytoplasm allows for replacement of chloride ions with water.^6^ This “aquated” cisplatin is able to bind to nuclear and mitochondrial DNA with high affinity, causing intra- and inter-strand DNA crosslinks, blocking transcription pathways and leading to eventual cell death by apoptosis.^7^

A systematic review has shown that chemotherapy, when used alongside surgery and radiotherapy, is associated with improved survival in patients with oral and oropharyngeal cancer.^8^ Furthermore, in HPV+ OPSCC, a trial of treatment de-escalation through replacement of cisplatin with the monoclonal antibody cetuximab resulted in inferior clinical outcomes.^9^ Therefore, platinum based chemotherapies, such as cisplatin, continue to be an important component of treatment for patients with HPV+ and HPV− OPSCC, improving clinical outcomes.

Notwithstanding the importance of cisplatin in the treatment of OPSCC, resistance to treatment is common, especially in HPV− OPSCC which persists with poor overall survival.^3^ Despite the overall improved prognosis of HPV+ OPSCC, there are a subset of patients who present with loco-regional recurrences or distant metastases, with a poor prognosis.^10^^,^^11^^,^^12^^,^^13^ A systematic review also highlighted that patients with HPV+ OPSCC were more likely to undergo distant metastases to multiple organs when compared to HPV− OPSCC.^14^ Therefore, it is imperative to understand the molecular basis of cisplatin resistance in both HPV+ and HPV− OPSCC.

Resistance to cisplatin is multifactorial and researchers have demonstrated the importance of a number of factors including tumor heterogeneity, altered cellular uptake and effect of the surrounding tumor microenvironment.^15^ The DNA damage response is also known to be crucial in mediating resistance to cisplatin therapies.^16^ A major source of endogenous DNA damage are DNA/RNA hybrids (R-loops). R-loops were first described in 1979 and are three stranded nucleic structures comprised of a DNA:RNA hybrid with an associated free strand of DNA.^17^ R-loops form as a by-product of transcription and next-generation sequencing studies have shown they occupy 5%–10% of the genome,^18^^,^^19^ preferentially forming in regions of the genome which are G-rich or show GC-skew.^20^^,^^21^ R-loops are known to have a number of physiological roles, including enabling transcriptional activation through prevention of DNA methylation at promoter regions.^22^ However, unscheduled or persistent R-loops are a potential source of genomic instability, largely due to their potential to cause transcription-replication conflicts.^23^ R-loops have been implicated in the pathogenesis of a number of tumors, including Embryonal Tumors with Multilayered Rosettes (ETMR)^24^ and Ewing sarcoma.^25^ However, the contribution of R-loops to the development of cisplatin resistance in OPSCC has not previously been investigated.

We hypothesized that R-loop physiology would change upon the development of cisplatin resistance and that it could be modulated for therapeutic benefit. To investigate this, we developed cisplatin resistant clones of an HPV+ and HPV− cell line and utilized these to explore R-loop dynamics upon the development of resistance.

## Results

### Long term treatment with cisplatin results in resistant clones which show differential expression of R-loop regulators

In order to investigate platinum resistance, cisplatin resistant cells were developed using long term cisplatin treatment of an HPV+ and HPV− cell line, which led to a statistically significant increase in the half maximal inhibitory concentration (IC50) in both cell lines (Figures 1A and 1B). HPV− resistant cells showed an increase in IC50 from 10.0 to 47.6 μM (*p* < 0.0001), whereas in the HPV+ resistant cells the IC50 increased from 40.0 to 84.9 μM (*p* < 0.0001). Following selection of single cell clones, clonogenic assays were performed to confirm the resistance was stable and established that the selected clones were more resistant to cisplatin treatment compared to the parental cells (Figures 1C and 1D).

**Figure 1:**
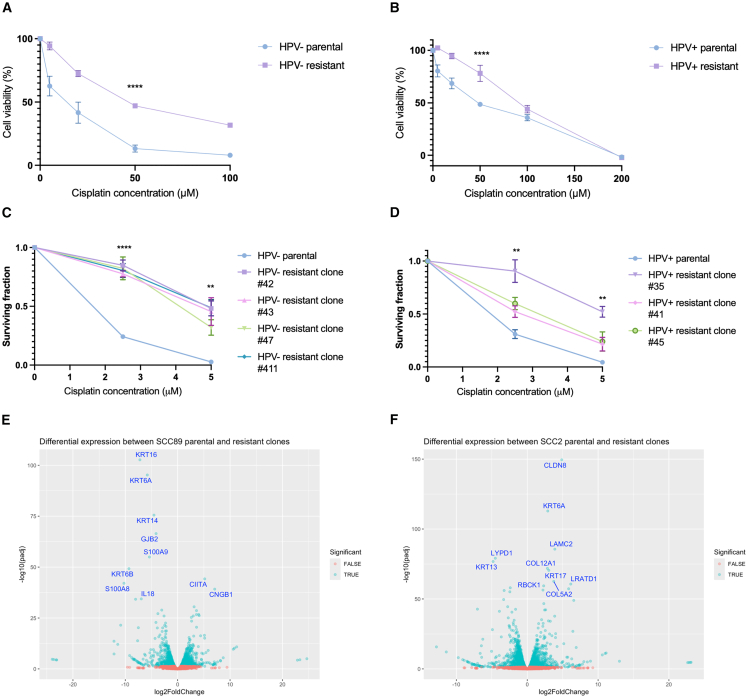
Long-term treatment with cisplatin results in the development of resistant clones and RNA-sequencing reveals differential expression of genes and pathways known to be involved in cisplatin resistance (A) Cell viability assessed with an MTS assay following long-term treatment with cisplatin in HPV− (SCC89) parental cells (IC50: 10.0 μM) and resistant cells (IC50: 47.6 μM; *n* = 3, mean ± sem). (B) Cell viability assessed with an MTS assay following treatment with long term cisplatin in HPV+ (SCC2) parental cells (IC50: 40.0 μM) and resistant cells (IC50: 84.9 μM; *n* = 3, mean ± sem). (C) Results of clonogenic assay quantification to assess differences in surviving fraction of HPV− parental cells and resistant clones to cisplatin treatment (*n* = 3, mean ± sem). (D) Results of clonogenic assay quantification to assess differences in surviving fraction of HPV+ parental cells and resistant clones to cisplatin treatment (*n* = 3, mean ± sem). (E) Volcano plot demonstrating differentially expressed genes in the HPV− resistant clone compared to parental cells, with the top 10 differentially expressed genes labeled. (F) Volcano plot demonstrating differentially expressed genes in the HPV+ resistant clone compared to parental cells, with the top 10 differentially expressed genes labeled. Statistical analysis carried out in (A) and (B) using non-linear regression and extra sum-of-squares F test was used to compare LogIC50 between datasets. Statistical analysis carried out in C and D using one way-ANOVA at both 2.5 and 5 μM concentrations with Tukey’s post-hoc test. Differential expression conducted in E and F using DESeq2 with differentially expressed genes meeting the criteria of an adjusted *p* value less than 0.05 and a log2 fold change of greater than 1. ^a^ns = not significant, ∗*p* < 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001.

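RNA was sequenced from 4 groups of cells. These were HPV− parental cells (UPCISCC89, called SCC89), the HPV− resistant clone #411, HPV+ parental cells (UDSCC2, called SCC2) and the HPV+ resistant clone #35. Both are established squamous cell carcinoma lines of the head and neck. The HPV− line was selected in 2.5 and then 5 μM cisplatin and the HPV+ line in 5 and then 10 μM, so the lines differ in dose as well as in HPV status. Each group had 2 libraries, 8 in all. The paper's statistics section gives 3 biological replicates unless a legend states otherwise. No source says whether the 2 libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.
PolyA libraries were sequenced as 150 bp paired-end reads on an Illumina NovaSeq, and the authors quantified transcripts with Salmon against GRCh38. Salmon's version and transcript annotation are not given in the sources used here. The deposited estimated counts are read pairs per transcript, not normalized between libraries. They summed to 21348895 and 25301746 in the HPV− parental libraries and to 20250246 and 21282893 in the HPV− resistant libraries. The HPV+ parental libraries held 26528290 and 27341284 and the HPV+ resistant libraries 24997474 and 25390876.
Of 187432 transcripts in each file, 172550 (92.1%) were matched to genes of GENCODE release 44. The others held 4.33 to 5.13% of the counts of a library and were left out. Counts were summed per gene, rounded and scaled by TMM, and levels are given as CPM, counts scaled to a common library size. The 4 groups were fitted together with edgeR's quasi-likelihood test, which kept 15221 genes. A gene was called differentially expressed at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Of the genes tested, 483 had only part of their annotated transcripts in the files, and the values of these genes are uncertain. The Pearson correlation of log2 CPM between the 2 libraries of a group, across genes, was 0.979 for HPV− parental, 0.978 for HPV− resistant, 0.988 for HPV+ parental and 0.975 for HPV+ resistant cells. Genes are not independent replicates. Counts of the 2 libraries differed by more than the sampling noise in every group, with a chi-square per gene of 60.0, 35.5, 16.8 and 21.7 in the same order.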

A selected resistant clone and associated parental cells were subjected to RNA-sequencing to explore transcriptome wide changes and confirm the clones were an appropriate model of cisplatin resistance. Upon development of resistance, there were 1,521 and 1,234 differentially expressed transcripts in the HPV− and HPV+ cells respectively (Figures 1E and 1F). 

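In the HPV− resistant clone, 923 genes were higher and 795 were lower than in parental cells, 1718 in all. In the HPV+ resistant clone, 518 were higher and 700 were lower, 1218 in all. Among the largest changes in HPV− cells, ACSL5, an enzyme that activates long-chain fatty acids, rose from 0.121 ± 0.0201 to 6.53 ± 1.55 CPM (SD, n = 2). This is a log2 fold change of 5.68 (standard error 0.65, adjusted p = 0.000508 from edgeR's quasi-likelihood test). It lies on chromosome 10 of GRCh38 from 112374116 to 112428379. PDE10A, a cyclic nucleotide phosphodiesterase, had 51.2 times the CPM of parental cells, where few counts leave a 95% counting interval of 17.2 to 251. PTPRZ1, a receptor tyrosine phosphatase, had 7.63 ± 0.39 CPM in parental cells and 0 counts in both resistant libraries, at least 101-fold lower against a floor of 3 counts over the group. Only 95.2% of the transcripts of PTPRZ1 were in the files.
In HPV+ cells, CD9, a tetraspanin of the cell surface on chromosome 12 from 6199715 to 6238271, fell from 48.8 ± 0.80 to 0.351 ± 0.161 CPM (SD, n = 2). This was a log2 fold change of −7.09 (standard error 0.24, adjusted p = 3.32e-07, edgeR). PRLR, the prolactin receptor, fell from 3.95 ± 0.14 CPM to 0 counts, at least 67.1-fold lower. HKDC1, a member of the hexokinase family, rose with a log2 fold change of 7.19 (standard error 0.73, adjusted p = 0.000452, edgeR), and KLHDC7B rose from 0 counts to 4.58 ± 0.81 CPM, at least 79.4-fold higher.
Both lines shared 303 differentially expressed genes, against 137 for independent lists (Fisher's exact test, two-sided, odds ratio 2.95, p = 3.58e-44). Of these, 74 were higher in both clones and 91 were lower in both, against 31.4 and 36.6 by chance. Another 74 were higher in the HPV− and lower in the HPV+ clone and 64 were lower in the HPV− and higher in the HPV+ clone, against 42.4 and 27.1 by chance. Without a minimum fold change 261 were higher in both and 427 lower in both, against 149 and 224 by chance, while the opposite pairs were 206 and 143, against 204 and 164 (Fisher's exact test, two-sided, p = 0.843 and 0.072). The log2 fold changes of the 2 lines had a Spearman correlation of 0.154 and a Pearson correlation of 0.057 across genes. In the test of the difference itself, 787 genes changed more positively in the HPV+ line and 1000 more negatively. The count of 1218 genes for the HPV+ clone against its own parental cells depended on single libraries. It was lower without either HPV+ parental library. Of the differentially expressed genes in the HPV− clone 53.7% were higher, a share that depends on the processing. It was 62.3% with upper-quartile factors, 48.6% with a transcript length offset, 47% with DESeq2 on the 4 libraries, 47.6% without a minimum fold change, 48.5% against a log2 fold change of 1 and, of transcripts, 44.3% in the test per transcript. It was 41.5% without HPV− parental replicate 2, with 790 higher and 1114 lower, 47.5% without HPV− resistant replicate 2 and 46% without HPV+ parental replicate 1.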

Using clusterProlifer, gene pathway analysis of the significantly differentially expressed genes (as highlighted on the volcano plots) revealed a number of differentially expressed pathways (Figures 2A and 2B). 

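Of 97 genes of ribosome biogenesis tested, 24 were lower in the HPV− resistant clone and 0 were higher by edgeR or DESeq2, also at an unadjusted p under 0.05. The count was 24 when adjusted over the list alone. TSR1 and NOL6, which act in the maturation of the small ribosomal subunit, had log2 fold changes of −1.36 (standard error 0.13, adjusted p = 0.000161, edgeR) and −1.36 (standard error 0.13, adjusted p = 0.000181, edgeR). In the HPV+ clone, 0 of these 97 genes passed in either direction by edgeR and 1 was lower by DESeq2, while 15 were higher and 7 lower at an unadjusted p under 0.05. Without either HPV− parental library, 1 gene was lower in the HPV+ clone. The difference between the lines was 33 genes in the direction of a higher value in HPV+ cells and 0 in the other, with 35 and 0 by DESeq2. Its set test by camera gave an adjusted p of 7.99e-18, with an adjusted p = 0.123 with an estimated correlation.
Of 49 genes of DNA replication driven by E2F, 8 were lower in HPV− cells, also when adjusted over the list alone. CDC45, a part of the replicative helicase, fell from 100 ± 32.6 to 31.7 ± 1.23 CPM (SD, n = 2). The E2F count was 4 without HPV− resistant replicate 1 and 13 without HPV− resistant replicate 2. Of 136 mitosis genes, 6 were lower in HPV− and 12 in HPV+ cells, with the same counts when adjusted over the list alone. In HPV+ cells they included the kinase AURKA, with a log2 fold change of −1.16 (standard error 0.16, adjusted p = 0.00134, edgeR), and BIRC5, a subunit of the chromosomal passenger complex, with −1.14 (standard error 0.15, adjusted p = 0.00113, edgeR). The mitosis count in HPV− cells was 3 without HPV− parental replicate 1, 12 without HPV− parental replicate 2, 5, with 1 higher, without HPV− resistant replicate 1 and 10 without HPV− resistant replicate 2, and in HPV+ cells it was 7 without HPV+ parental replicate 2.
The gene ontology terms of clusterProfiler were not used here. In their place, 31 gene lists written from textbook knowledge were tested for differentially expressed genes against all genes tested, with a one-sided Fisher's exact test adjusted over all lists and both comparisons. Of these, 11 were over-represented in HPV− and 7 in HPV+ cells. Ribosome biogenesis had an adjusted p of 0.000927 in HPV− cells, E2F genes of 0.327 there and mitosis genes of 1.0 and 0.642 in the 2 lines. Without a minimum fold change E2F genes passed (4.84e-05), as did mitosis genes in HPV+ cells (5.86e-07) and not in HPV− cells (0.0671). By camera with a preset correlation of 0.01, 15 lists in HPV− and 6 in HPV+ cells had an adjusted p under 0.05. With an estimated correlation, 0 lists passed in either line, and the adjusted p was 0.203 for ribosome biogenesis and 0.634 for E2F genes in HPV− cells and 0.767 for mitosis genes in both lines.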

The Wnt signaling pathway was the most over-represented pathway upon development of cisplatin resistance in HPV+ cells (Figure 2B), and this pathway has previously been associated with cisplatin chemoresistance in lung adenocarcinoma.^26^ 

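In HPV+ cells, genes of Wnt signaling changed in both directions, with 4 of 105 tested higher and 8 lower in the resistant clone (5 and 11 when adjusted over the list alone). WNT5A, a ligand known for signaling without beta-catenin, lies on chromosome 3 of GRCh38 from 55465715 to 55490539 and fell from 138 ± 3.22 to 28.7 ± 2.38 CPM (SD, n = 2). Its log2 fold change was −2.26 (standard error 0.15, adjusted p = 0.000113, edgeR). The ligands WNT10A and WNT4 fell too, with log2 fold changes of −1.80 (standard error 0.24, adjusted p = 0.00147, edgeR) and −1.80 (standard error 0.28, adjusted p = 0.00236, edgeR). TCF7L1, a transcription factor that binds beta-catenin, rose from 5.05 ± 0.58 to 12.4 ± 0.56 CPM.
In HPV− cells, 13 of the same genes were higher and 3 lower, with the same counts when adjusted over the list alone. WNT4 rose there, from 4.87 ± 1.72 to 17.2 ± 1.29 CPM (SD, n = 2), and so did CELSR3, a cadherin of planar cell polarity, with a log2 fold change of 1.38 (standard error 0.23, adjusted p = 0.00234, edgeR). CCND1, which encodes cyclin D1, fell from 2206 ± 377 to 983 ± 128 CPM, and its adjusted p was 0.0683 without HPV− resistant replicate 1. The list was not over-represented among differentially expressed genes in either line by Fisher's exact test (one-sided, adjusted p = 0.252 in both), and camera gave adjusted p-values of 0.70 in HPV+ and 0.295 in HPV− cells. The HPV+ list held 4 differentially expressed genes without HPV+ parental replicate 1 and 7 without HPV+ parental replicate 2, and the HPV− list held 10 without HPV− parental replicate 1 and 8 without HPV− resistant replicate 1.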

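Of 79 nuclear genes tested that encode subunits of the respiratory chain and ATP synthase, 16 were lower in HPV− and 11 in HPV+ resistant cells (17 and 13 when adjusted over the list alone). None was higher by edgeR or DESeq2, and 0 in HPV− and 1 in HPV+ cells was higher at an unadjusted p under 0.05. The median log2 fold change of the list was −0.68 in HPV− and −0.65 in HPV+ cells. With the trend of all other genes with GC content, transcript length and expression level taken off, it was −0.025 (95% bootstrap interval −0.201 to 0.056) and −0.376 (−0.476 to −0.316). In HPV− cells, NDUFB9, a subunit of complex I on chromosome 8 of GRCh38 from 124539101 to 124580648, fell from 304 ± 22.6 to 105 ± 18.1 CPM (SD, n = 2), a log2 fold change of −1.53 (standard error 0.16, adjusted p = 0.00022, edgeR). CYCS, which encodes cytochrome c, fell with a log2 fold change of −1.28 (standard error 0.15, adjusted p = 0.000349, edgeR), and the ATP synthase subunit ATP5F1B fell from 1136 ± 37.0 to 488 ± 17.1 CPM. ATP5F1B had a log2 fold change of −1.218 and lies in a stretch of 30 genes on chromosome 12 with a median of −1.224. Its fall in HPV− cells therefore cannot be told apart from that of its neighbours. In HPV+ cells, COX8A, a subunit of complex IV, fell from 287 ± 5.68 to 122 ± 0.43 CPM, a log2 fold change of −1.24 (standard error 0.15, adjusted p = 0.000632, edgeR), and NDUFA1, a subunit of complex I, fell by 1.26 on the log2 scale (standard error 0.21, adjusted p = 0.00315, edgeR).
Of the 13 genes of the mitochondrial genome, 7 were higher in HPV− resistant cells, also when adjusted over the list alone, with a median log2 fold change of 1.03. MT-CO1, a catalytic subunit of complex IV, had 4586 ± 939 CPM in parental and 10480 ± 2399 CPM in resistant cells (SD, n = 2). Its log2 fold change was 1.19 (standard error 0.24, adjusted p = 0.00526, edgeR), and was 0.99 without HPV− parental replicate 1 and 0.94 without HPV− resistant replicate 1. Nuclear copies of mitochondrial genes may share its reads. Transcripts of the mitochondrial genome made up 1.80 and 2.09% of the counts in HPV− parental and 5.26 and 3.42% in HPV− resistant libraries. In HPV+ cells they made up 2.96 and 2.24% in parental and 3.38 and 2.57% in resistant libraries, and 0 of the 13 genes passed by edgeR or DESeq2, with 1 higher at an unadjusted p under 0.05. The count of 7 in HPV− cells was 0 without HPV− parental replicate 1 or without HPV− resistant replicate 1, and 2 without HPV− parental replicate 2, so it rests on single libraries. Pseudogenes held 0.471 and 0.479% of the counts in HPV− parental, 0.799 and 0.825% in HPV− resistant, 0.423 and 0.485% in HPV+ parental and 0.664 and 0.652% in HPV+ resistant libraries. Transcripts with reads numbered 78256 and 77983, 77351 and 71281, 82091 and 79669, and 66493 and 70894 in the same order.

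**Figure D1:**
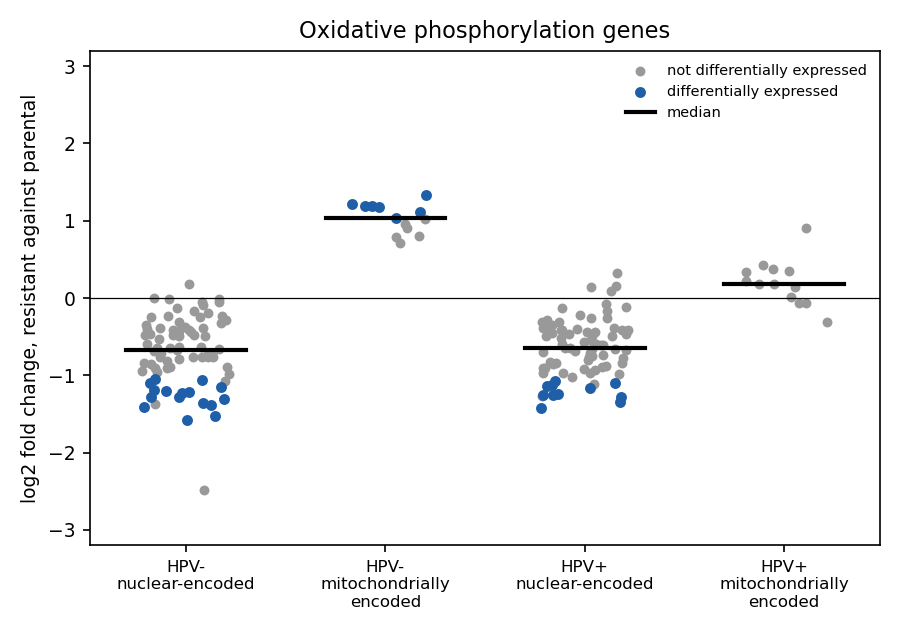
Log2 fold change of resistant against parental cells (vertical axis) for each nuclear-encoded and mitochondrially encoded gene of oxidative phosphorylation, by cell line. Each point is 1 gene, placed sideways at random, blue points are differentially expressed and black lines are medians with no trend taken off, which lie at −0.68 and 1.03 in HPV− and at −0.65 and 0.19 in HPV+ cells.

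Over-representation of the nuclear list had an adjusted p of 0.0436 in HPV− and 0.114 in HPV+ cells, and of the mitochondrially encoded list 0.00121 in HPV− cells (Fisher's exact test, one-sided). Without a minimum fold change the nuclear list reached 1.79e-08 in HPV+ cells. By camera the nuclear list was lower with adjusted p-values of 7.00e-13 and 6.70e-13, and with an adjusted p = 0.634 with an estimated correlation in both lines. For the mitochondrially encoded list in HPV− cells camera gave 0.000611, with an adjusted p = 0.816 with an estimated correlation. The nuclear count was 7 without HPV− parental replicate 1 and 35 without HPV− parental replicate 2. In HPV+ cells it was 2 without HPV+ parental replicate 1, 4 without HPV+ resistant replicate 1 and 3 without HPV+ resistant replicate 2.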

Interestingly, the oxidative phosphorylation pathway was over-represented in both HPV+ and HPV− resistant cells (Figures 2A and 2B). Cisplatin treatment is known to increase levels of metabolites associated with generalized oxidative stress,^27^^,^^28^^,^^29^ and previous studies have demonstrated that cisplatin resistance results in differential gene expression with an enrichment in genes associated with oxidative phosphorylation.^27^ Furthermore, oxidative phosphorylation has also been associated with resistance to other chemotherapeutic agents including MEK inhibitors clinically utilized in KRAS mutant lung cancer^30^ and metastatic endocrine resistant breast cancer.^31^

**Figure 2:**
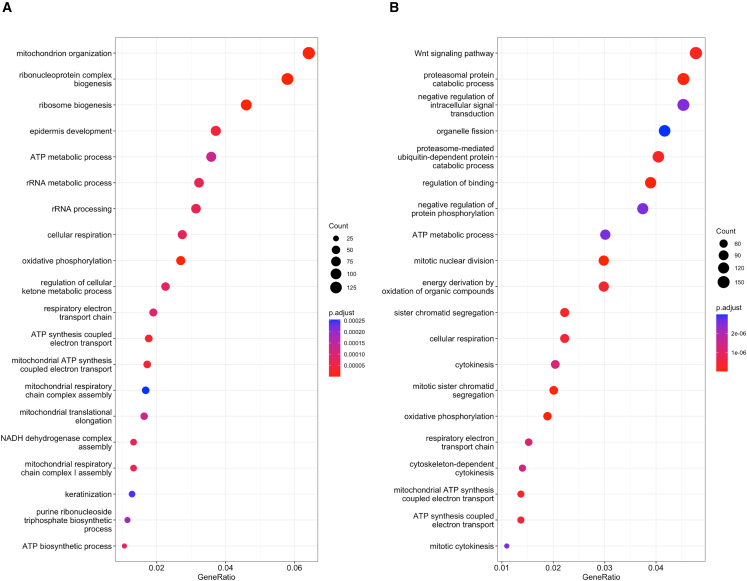
Pathway enrichment analysis in HPV− and HPV+ resistant cells (A) Gene expression analysis of differentially expressed genes in HPV− resistant cells compared to parental cells using clusterProlifer. (B) Gene expression analysis of differentially expressed genes in HPV+ resistant cells compared to parental cells using clusterProlifer. The genes investigated within the pathway enrichment analysis were those resulting from the DESeq2 analysis, with genes meeting the criteria of an adjusted *p* value less than 0.05 and a log2 fold change of greater than 1.

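All 10 genes labeled in Fig. 1E for HPV− cells and all 10 labeled in Fig. 1F for HPV+ cells passed, 2 of them higher and 8 lower in the HPV− clone and 8 higher and 2 lower in the HPV+ clone, with the same counts when adjusted over the list alone. The paper chose these genes on the same samples, so the counts are not independent evidence. In HPV− cells, IL18, a cytokine of the interleukin-1 family, fell from 35.6 ± 2.01 to 0.275 ± 0.104 CPM (SD, n = 2). Its log2 fold change was −6.99 (standard error 0.31, adjusted p = 9.26e-07, edgeR). The gap junction gene GJB2 fell from 321 ± 25.1 to 18.2 ± 1.51 CPM. CIITA, the transactivator of MHC class II genes, rose from 2.21 ± 0.32 to 20.0 ± 0.89 CPM, a log2 fold change of 3.18 (standard error 0.33, adjusted p = 0.00022, edgeR). S100A8 and S100A9, which encode the subunits of calprotectin, had log2 fold changes of −10.27 (standard error 0.66, adjusted p = 0.000595, edgeR) and −5.43 (standard error 0.40, adjusted p = 0.00014, edgeR). KRT16 fell from 286 ± 98.1 to 1.93 ± 0.38 CPM.
In HPV+ cells, CLDN8, a claudin of tight junctions on chromosome 21 of GRCh38 from 30214006 to 30216097, rose from 4.35 ± 0.01 to 122 ± 7.64 CPM (SD, n = 2). It was 27.9-fold higher (adjusted p = 1.02e-05, edgeR). The collagen genes COL5A2 and COL12A1 had log2 fold changes of 3.69 (standard error 0.23, adjusted p = 2.46e-05, edgeR) and 2.97 (standard error 0.28, adjusted p = 0.000285, edgeR). LRATD1 rose by 5.34 on the log2 scale (standard error 0.39, adjusted p = 8.89e-05, edgeR) and RBCK1, a component of the linear ubiquitin chain complex, by 1.95 (standard error 0.21, adjusted p = 0.000375, edgeR). KRT13, a keratin of mucosal epithelium, fell from 62.5 ± 7.08 to 2.02 ± 0.33 CPM, and LYPD1 fell from 90.8 ± 5.73 to 5.80 ± 2.12 CPM.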

From the top ten differentially expressed genes in Figures 1E and 1F, two upregulated and two downregulated genes were validated with qPCR for both the HPV+ and HPV− clones (Figures 3A–3D), and successful validation was achieved for 7 of these targets. 

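CNGB1 is annotated on chromosome 16 of GRCh38 from 57882340 to 57971128. In HPV− parental cells its level was 0.310 ± 0.136 CPM and in the resistant clone 25.9 ± 6.28 CPM (SD, n = 2 each). The log2 fold change was 6.33 (standard error 0.44, adjusted p = 3.91e-05, edgeR's quasi-likelihood test). Both resistant libraries lay above both parental libraries, which chance gives for 16.7% of genes with 2 samples against 2. In HPV+ parental cells CNGB1 was at 0.0189 ± 0.0267 CPM and in the HPV+ resistant libraries it had 0 counts, so both groups lay at or under the floor of 3 counts and no fold is given.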

Differential expression of genes known to be implicated in development of cisplatin resistance in other tumor types were identified, including upregulation of cyclic nucleotide gated channel subunit Beta 1 (CNGB1) in HPV− resistant cells (Figure 3A). CNGB1 controls intracellular cation levels and is associated with cisplatin resistance and reduced progression free survival in bladder cancer.^32^ 

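KRT6A, on chromosome 12 of GRCh38 from 52487176 to 52493257, rose in the HPV+ resistant clone from 66.6 ± 1.32 to 474 ± 38.7 CPM (SD, n = 2 each). The log2 fold change was 2.83 (standard error 0.25, adjusted p = 0.00013, edgeR). KRT17, another keratin of stratified epithelia under stress, rose from 38.0 ± 2.27 to 316 ± 63.5 CPM, a log2 fold change of 3.06 (standard error 0.21, adjusted p = 4.18e-05, edgeR). KRT6A shares most of its sequence with KRT6B and KRT6C, so Salmon's division of reads among them is uncertain. Summed over the 3 genes, the level was 66.9 CPM in HPV+ parental and 476 CPM in HPV+ resistant cells, a log2 ratio of 2.83.

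**Figure D2:**
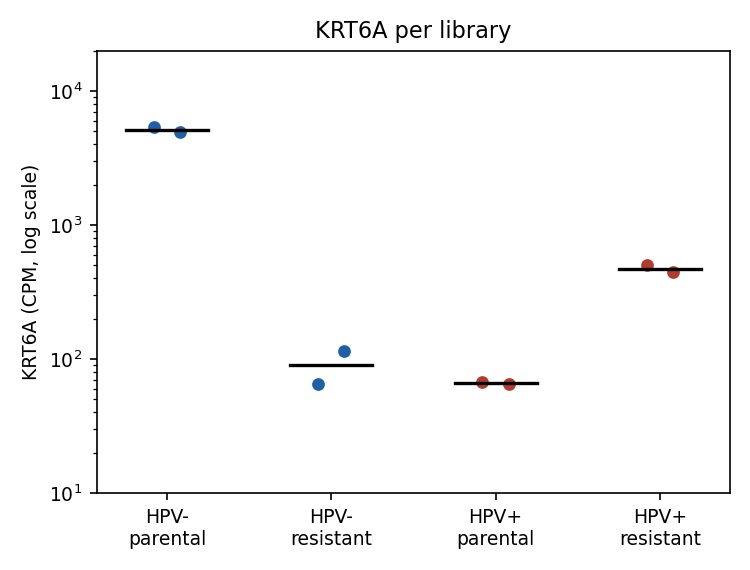
KRT6A in CPM on a log scale (vertical axis) in each of the 8 libraries, by group. Points are libraries and lines are group means. Both HPV+ resistant libraries lie above both HPV+ parental libraries, and both HPV− resistant libraries lie below both HPV− parental libraries.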

Upon development of resistance in the HPV+ cells, overexpression of keratin 6A (KRT6A) was observed (Figure 3B). KRT6A is an intermediate filament providing structure to epithelial cells and overexpression of KRT6A has previously been reported in a cisplatin resistant variant of a gastric adenocarcinoma cell line.^33^ Interestingly, although keratinization was a significantly altered pathway in the HPV− cells (Figure 2A), KRT6A was downregulated in the HPV− resistant cells (Figure 3C), suggesting HPV+ and HPV− cells have differing gene expression profiles upon development of cisplatin resistance. 

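Of 58 genes of keratinization and the cornified envelope tested, 29 were lower and 2 higher in HPV− resistant cells (30 and 2 when adjusted over the list alone), and 14 were higher and 6 lower in HPV+ resistant cells (16 and 6). The median log2 fold change was −1.36 in HPV− and 0.10 in HPV+ cells. KRT6A fell from 5162 ± 320 to 90.1 ± 35.5 CPM in HPV− cells (SD, n = 2), a log2 fold change of −5.84 (standard error 0.29, adjusted p = 2.66e-06, edgeR). With KRT6B and KRT6C, which may share its reads, the sum fell by 5.89 on the log2 scale. KRT14, the keratin of basal keratinocytes, fell from 5834 ± 1008 to 252 ± 42.8 CPM and KRT17 from 3135 ± 642 to 508 ± 45.8 CPM. SPRR1B, a precursor of the cornified envelope that may share reads with its close relatives, had 118 ± 4.8 CPM in HPV− parental cells and so few counts in the clone that their ratio of 0.000214 has a 95% counting interval of 5.40e-06 to 0.00119.
KRT1, a keratin of differentiated layers, had a ratio of resistant to parental of 0.000512 with a 95% counting interval of 6.20e-05 to 0.00185. KRT15 went the other way in HPV− cells, from 329 ± 83.2 to 1028 ± 153 CPM. In HPV+ cells SERPINB3, a serpin of squamous epithelium, was 243 times higher, with few parental counts and a 95% counting interval of 43.2 to 9647, while KRT10 fell from 322 ± 11.0 to 56.2 ± 9.90 CPM and KRT15 from 108 ± 12.6 to 16.7 ± 3.88 CPM.

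**Figure D3:**
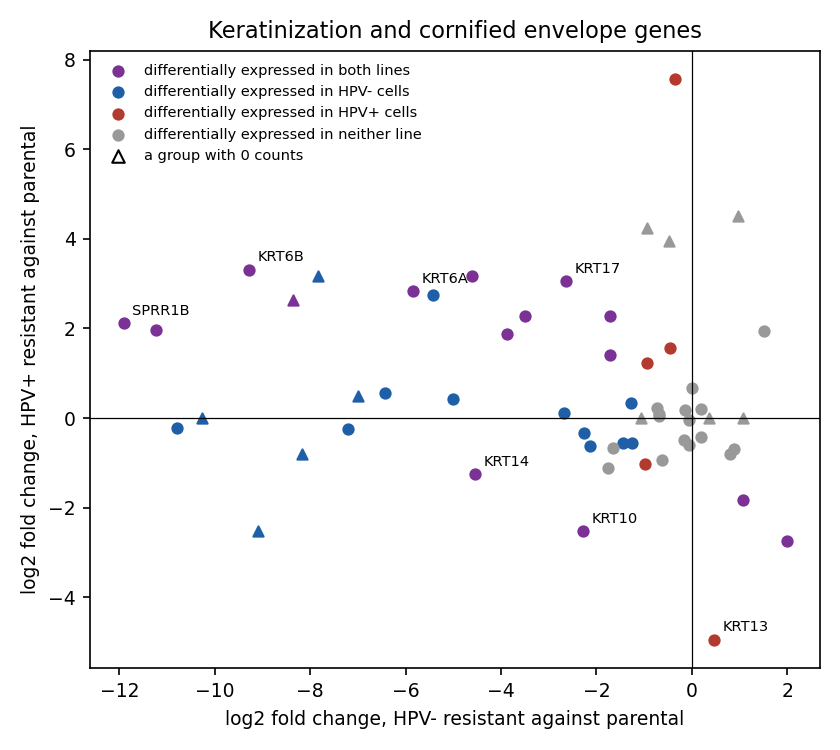
Log2 fold change in HPV− cells (horizontal axis) against that in HPV+ cells (vertical axis) for the 58 genes of keratinization and the cornified envelope. Each symbol is 1 gene, colors give the lines in which it was differentially expressed, and triangles mark genes with 0 counts in a group, whose fitted value is not a measured fold. Of 15 genes differentially expressed in both lines, 11 were lower in HPV− and higher in HPV+ cells.

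The difference between the lines was tested directly. For KRT6A it was 8.67 on the log2 scale (standard error 0.38, adjusted p = 1.40e-06, edgeR) and for KRT17 5.69 (standard error 0.30, adjusted p = 5.16e-06, edgeR). Over the list, 25 genes differed in the direction of a higher value in HPV+ cells and 3 in the other (26 and 3 when adjusted over the list alone). By camera this had an adjusted p of 6.53e-11, with an adjusted p = 0.123 with an estimated correlation. Over-representation had adjusted p-values of 2.77e-13 in HPV− and 1.64e-07 in HPV+ cells (Fisher's exact test, one-sided). By camera the HPV− list was lower with an adjusted p of 2.81e-12, and an adjusted p = 0.203 with an estimated correlation, and the HPV+ list gave 0.235. In HPV+ cells 9 were higher and 4 lower without HPV+ parental replicate 1, and 9 higher and 8 lower without HPV+ resistant replicate 1. In HPV− cells 0 were higher without any 1 of the 4 parental libraries or HPV− resistant replicate 1, and 1 without HPV− resistant replicate 2. From the altered keratinization pathway and the opposite change of KRT6A, the paper proposes that HPV+ and HPV− cells take on differing gene expression profiles as resistance develops.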

Taken together, these findings indicate that the clones chosen are an appropriate model of cisplatin resistance.

**Figure 3:**
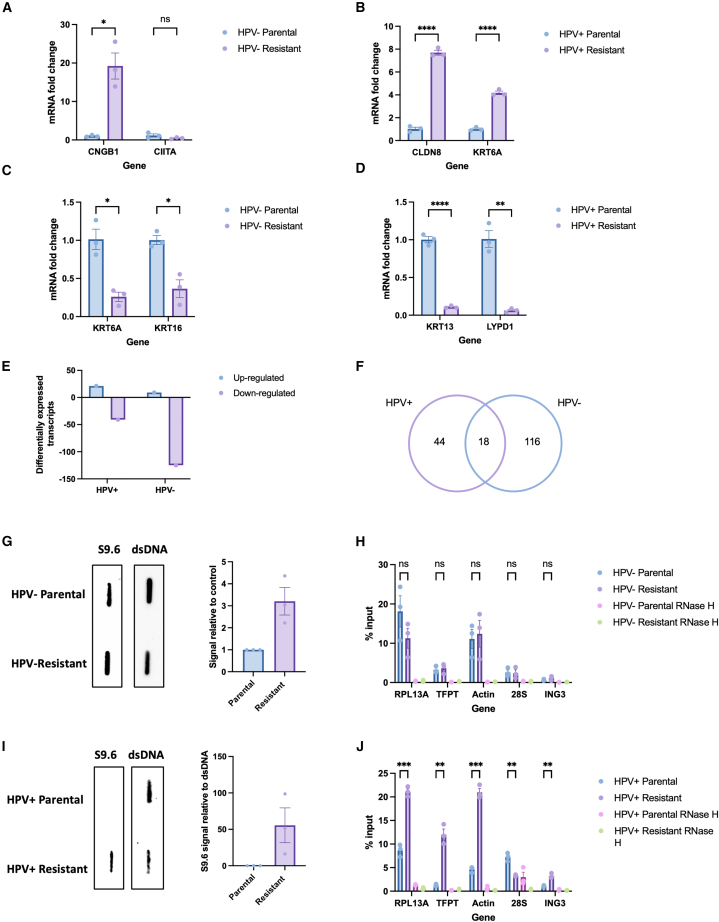
Upon development of resistance, HPV+ and HPV− cells show alterations in R-loop burden (A–D) Validation of two upregulated (A) and two downregulated (C) transcripts in the HPV− resistant cells using RT-qPCR (*n* = 3, mean ± sem). Validation of two upregulated (B) and two downregulated (D) transcripts in the HPV+ resistant cells using RT-qPCR (*n* = 3, mean ± sem). (E) Number of differentially expressed R-loop regulators in the HPV+ and HPV− resistant cells. (F) Venn diagram to illustrate the overlap in differentially expressed R-loop regulators. (G) S9.6 slot blot to evaluate global differences in R-loops at baseline between HPV− parental and resistant cells, with quantification of three repeats (mean ± sem). (H) Percentage input at positive R-loop loci in HPV− parental and resistant cells in untreated conditions, with associated RNase H treated controls (*n* = 3, mean ± sem). (I) S9.6 slot blot to evaluate global differences in R-loops at baseline between HPV+ parental and resistant cells, with quantification of three repeats (mean ± sem). dsDNA (double-stranded DNA) was used as a loading control in (G) and (I). (J) Percentage input at positive R-loop loci in HPV+ parental and resistant cells in untreated conditions, with associated RNase H treated controls (*n* = 3, mean ± sem). Statistics carried out in (A–D), (H), and (I) using multiple unpaired t tests (*n* = 3, mean ± sem). ns = not significant, ∗*p* < 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001. For all figures, where indicated DNA was treated with RNase H sourced from NEB (M0297).

Given that oxidative phosphorylation pathways were differentially expressed in resistant cells and reactive oxygen species (ROS) have previously been shown to increase R-loop levels,^34^^,^^35^^,^^36^ we next explored if there was differential expression of known R-loop regulators, using the publicly available database R-loopBase.^37^ R-loopBase is a database which utilizes multi-omics analysis and literature searching to collate tiers of known R-loop regulators, with the highest tier of regulator having been validated in multiple *in vitro* assays.^37^ Using this database there were 134 and 62 differentially expressed R-loop regulators in the HPV− and HPV+ resistant cells, respectively (Figures 3E and 3F).

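R-loopBase was not used here, and a list of 214 tested genes written from textbook knowledge stands in for it. In HPV− resistant cells 16 of them were lower and 0 higher by edgeR, with the same counts when adjusted over the list alone (12 higher and 71 lower at an unadjusted p under 0.05, and 1 higher and 16 lower by DESeq2). In HPV+ resistant cells 4 were higher and 6 lower, also when adjusted over the list alone. The largest fall among fully listed genes of this kind in HPV− cells was in DDX39A, an RNA helicase of mRNA export, from 202 ± 39.2 to 66.7 ± 11.8 CPM (SD, n = 2). Its log2 fold change was −1.60 (standard error 0.18, adjusted p = 0.000317, edgeR). TIMELESS, a replication fork protein, and EXOSC3, a subunit of the RNA exosome, had −1.31 (standard error 0.14, adjusted p = 0.000223, edgeR) and −1.41 (standard error 0.14, adjusted p = 0.000154, edgeR). In HPV+ cells ALYREF, an mRNA export adaptor, fell from 198 ± 6.03 to 83.9 ± 11.6 CPM, and SAMHD1, a dNTP hydrolase with a role at stalled forks, rose from 9.50 ± 0.87 to 22.2 ± 5.68 CPM. USP11, a deubiquitinase, had log2 fold changes of 0.06 in HPV− cells (standard error 0.15, adjusted p = 0.792, edgeR) and 0.12 in HPV+ cells (standard error 0.15, adjusted p = 0.625, edgeR).
The list was not over-represented among differentially expressed genes in either line (Fisher's exact test, one-sided, adjusted p = 1.0 in both). By camera it was lower in HPV− cells with an adjusted p of 7.54e-05, and an adjusted p = 0.673 with an estimated correlation, and gave 0.975 in HPV+ cells. SAMHD1 had an adjusted p of 0.058 without HPV+ parental replicate 1 and a log2 fold change of 0.93 without HPV+ resistant replicate 1, and the HPV+ count was 6 without HPV+ parental replicate 1 or HPV+ resistant replicate 2. In HPV− cells 1 was higher without HPV− parental replicate 1 or HPV− resistant replicate 1 and 2 without HPV− resistant replicate 2.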

### Cisplatin resistant HPV+ cells have an increase in global R-loops, with an associated upregulation of senataxin expression

Having confirmed the clones were an appropriate model of cisplatin resistance and following identification of differential expression of R-loop regulators, we next sought to explore changes in global R-loop levels using an S9.6 slot blot. This revealed a global increase in R-loops in both HPV+ and HPV− cells upon the development of cisplatin resistance, with a larger increase noticed in the HPV+ cells (Figures 3G and 3I). However, when R-loop burden was investigated at specific genomic R-loop loci using DRIP-qPCR (*RPL13A*, *TFPT*, *Actin*, *28S* and *ING3*^38^^,^^39^^,^^40^), we found an increase in R-loop occupancy in the HPV+ resistant cells (Figure 3J), which was not identified in the HPV− resistant cells (Figure 3H). This may be explained by alterations at loci other than those investigated with qPCR or that the magnitude of the global increase was larger in the HPV+ cells leading to associated increases at specific loci which were detectable by qPCR. Treatment with 24 h of cisplatin led to an increase in global R-loop levels in both HPV+ and HPV− cells (Figures S2A–S2D). A comparable increase in global R-loop level was identified following cisplatin treatment in HPV+ resistant cells, however, in HPV− resistant cells there was no observed increase following cisplatin treatment (Figures S2A–S2D).

Senataxin is an helicase which is known to resolve R-loops at transcription termination sites^38^ and has recently been shown to be important in mediating R-loop resolution on HPV episomes to allow for transcription of viral oncoproteins.^41^ Senataxin modulation has previously been successfully used as a model of R-loop biology^42^ and a recent genome wide CRISPR screen highlighted that senataxin knockout sensitized retinal pigment epithelium-1 (RPE1) cells to cisplatin induced DNA damage.^43^ Therefore, we initially explored if there were any alterations in senataxin expression upon development of resistance. There was no statistically significant increase in senataxin protein or mRNA levels in the HPV− resistant cells (Figures 4A–4C), however, there was a small but statistically significant upregulation of senataxin protein upon development of cisplatin resistance in HPV+ cells (Figures 4D and 4E), which was mirrored by an increase in senataxin mRNA levels (Figure 4F).

**Figure 4:**
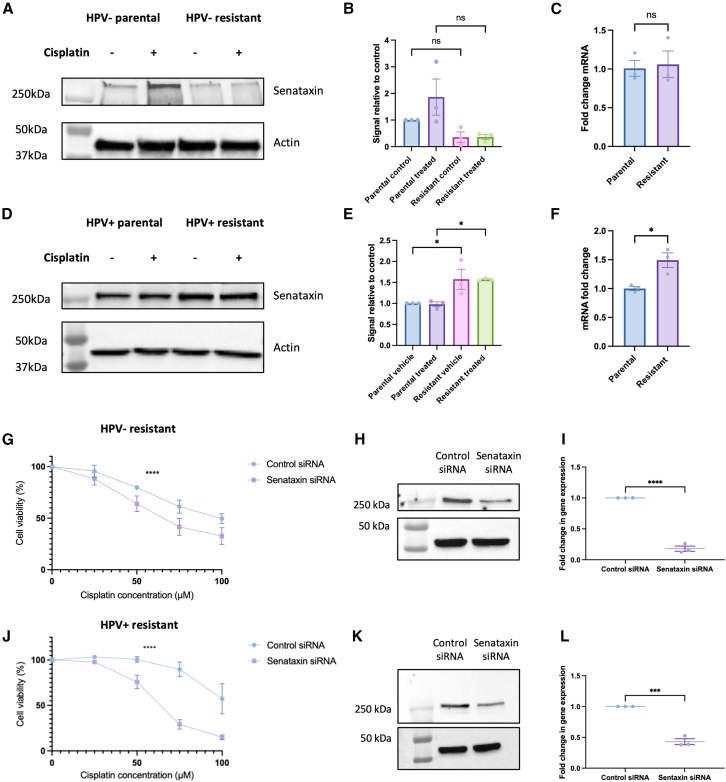
HPV+ resistant cells upregulate senataxin upon development of cisplatin resistance and showed reduced cell viability following cisplatin treatment in the presence of senataxin knockdown (A) Western blot of senataxin expression in HPV− parental and resistant cells, following 5 μM cisplatin treatment for 24 h compared to vehicle only control. (B) Quantification of three repeats of A (*n* = 3, mean ± sem). (C) Senataxin mRNA expression in untreated HPV− parental and resistant cells (*n* = 3, mean ± sem). (D) Western blot of senataxin expression in HPV+ parental and resistant cells, following 5 μM cisplatin treatment for 24 h compared to vehicle only control. (E) Quantification of three repeats of D (*n* = 3, mean ± sem). (F) Senataxin mRNA expression in untreated HPV+ parental and resistant cells (*n* = 3, mean ± sem). (G) Cell viability in HPV− resistant cells in response to cisplatin in presence of senataxin knockdown compared to control (scrambled) siRNA (*n* = 3, mean ± sem). IC50 for control siRNA: 96.93 μM, IC50 for senataxin siRNA: 66.37 μM. (H) Confirmation of knockdown in HPV− resistant cells with western blot. (I) Confirmation of knockdown in HPV− resistant cells using qPCR (*n* = 3, mean ± sem). (J) Cell viability in HPV+ resistant cells in response to cisplatin in presence of senataxin knockdown compared to control (scrambled) siRNA (*n* = 3, mean ± sem). IC50 for control siRNA: 104.6 μM, IC50 for senataxin siRNA: 63.41 μM. (K) Confirmation of knockdown in HPV+ resistant cells with western blot. (L) Confirmation of knockdown in HPV+ resistant cells using qPCR (*n* = 3, mean ± sem). Statistical analysis carried out in B and E using one way-ANOVA. Statistical analysis carried on C, F, I, and L using unpaired t test (with Welch’s correction in I and L). Statistics carried out in G and J using non-linear regression and extra sum-of-squares F test to compare LogIC50 between datasets. ns = not significant, ∗*p* < 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001.

### Both HPV+ and HPV− resistant cells are sensitized to cisplatin upon senataxin depletion

In order to model the effect of increasing R-loops in the context of cisplatin resistance, we next investigated if reduction of senataxin protein levels could modulate the response to cisplatin in resistant cells. Senataxin siRNA led to a successful reduction in protein and mRNA levels in HPV− resistant cells (Figures 4H and 4I) and HPV+ resistant cells (Figures 4K and 4L). In the HPV+ resistant cells, depletion of senataxin led to a marked reduction in cell viability in response to cisplatin (Figure 4J). Depletion of senataxin in the HPV− resistant cells also led to a reduction in cell viability following treatment with cisplatin, however, the effect was smaller compared to the HPV+ resistant cells (Figure 4G).

### Depletion of senataxin leads to elevated DNA double-strand breaks and R-loops following cisplatin treatment

After identifying that depletion of senataxin affected sensitivity to cisplatin in both HPV+ and HPV− resistant cells, we next went onto explore the effect of senataxin depletion on DNA damage using γH2AX immunofluorescence. In both HPV+ and HPV− resistant cells, there was an increase in DNA damage following treatment with cisplatin, however, the increase in the senataxin depleted cells was significantly greater (Figures 5A–5C). Successful knockdown was confirmed using senataxin immunofluorescence (Figures S4A–S4D). With γH2AX immunofluorescence, there was no increase in DNA damage in the presence of senataxin knockdown alone. These findings were confirmed with an alkaline comet assay under the same conditions in both HPV+ and HPV− resistant cells (Figures S3A–S3B). Following these observations, we next examined whether the reduced cell viability and associated increase in DNA damage noted in the presence of senataxin knockdown was mediated through alterations in R-loop levels. As seen in Figures 5E–5H, following cisplatin treatment in senataxin depleted HPV+ resistant cells, there was an increase in R-loop occupancy at certain genomic loci, such as actin 5′ pause. This correlated with a global increase in R-loops under the same conditions (Figure 5D).

**Figure 5:**
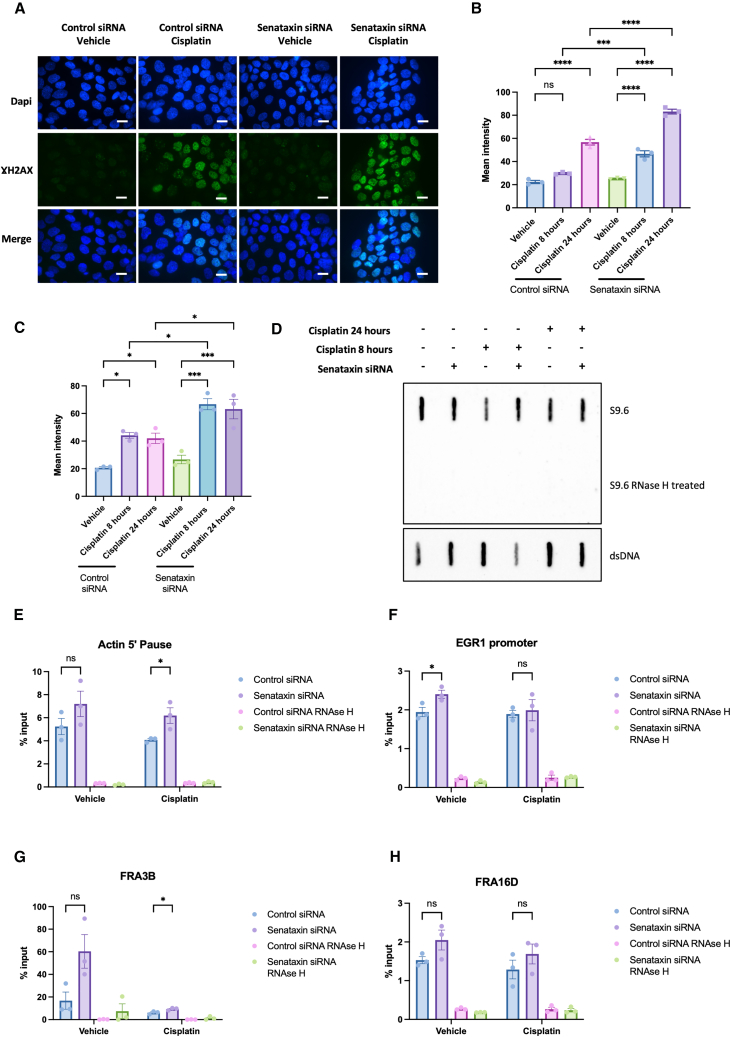
Knockdown of senataxin results in increased DNA damage and R-loops following cisplatin treatment (A) Representative images of Gamma H2AX immunofluorescence after 24 h of 25 μM cisplatin treatment compared to vehicle only control in HPV+ resistant cells. Scale bars, 10 μm. (B) Quantification of mean nuclear intensity following senataxin knockdown and 25 μM cisplatin treatment in HPV+ resistant cells for 8 or 24 h as indicated (*n* = 3, mean ± sem). (C) Quantification of mean nuclear intensity following senataxin knockdown and 25 μM cisplatin treatment in HPV− resistant cells for 8 or 24 h as indicated (*n* = 3, mean ± sem). (D) S9.6 slot blot to investigate global changes in R-loops following senataxin knockdown and 25 μM cisplatin treatment for 8 and 24 h in HPV+ resistant cells. (E) DRIP-qPCR in HPV+ resistant cells following senataxin knockdown and vehicle or cisplatin treatment at Actin 5′ pause locus (*n* = 3, mean ± sem). (F) DRIP-qPCR in HPV+ resistant cells following senataxin knockdown and vehicle or cisplatin treatment at EGR1 promoter locus (*n* = 3, mean ± sem). (G) DRIP-qPCR in HPV+ resistant cells following senataxin knockdown and vehicle or cisplatin treatment at FRA3B locus (*n* = 3, mean ± sem). (H) DRIP-qPCR in HPV+ resistant cells following senataxin knockdown and vehicle or cisplatin treatment at FRA16D locus (*n* = 3, mean ± sem). For quantification of immunofluorescence images, at least 50 cells were quantified per biological repeat. Statistical analysis carried out on B and C with one-way ANOVA and multiple comparisons carried out using post-hoc Tukey’s test. Statistics carried out on E–H using unpaired t tests. ns = not significant, ∗*p* < 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001.

### USP11 re-sensitizes HPV− resistant cells to cisplatin

Recently, USP11 has been identified as an R-loop regulator which acts through de-ubiquitination of senataxin, thus reducing its degradation.^44^ Therefore, we wished to investigate whether USP11 may be an appropriate method by which to target senataxin in cisplatin resistance cells, with potential therapeutic implications. In keeping with the lack of change in senataxin expression, there was no significant difference in USP11 expression in HPV− resistant cells (Figures 6A–6C). Upon development of resistance in HPV+ cells there was a significant reduction in USP11 protein expression (Figures 6D–6E), however, there was no observed difference in mRNA level (Figure 6F). The observed downregulation of USP11 in HPV+ resistant cells may be a cellular response to the increased expression of senataxin. In the HPV− resistant cells, depletion of USP11 led to reduced cell viability following cisplatin treatment (Figure 6G), however, depletion of USP11 in HPV+ resistant cells did not affect cell viability in response to cisplatin treatment (Figure 6I). In addition, in HPV− resistant cells, knockdown of USP11 led to increased DNA damage, as measured by γH2AX immunofluorescence (Figures 6K and 6L) and alkaline comet assay, respectively (Figure S3C). Furthermore, in HPV− resistant cells, depletion of USP11 led to an associated reduction in senataxin protein following cisplatin treatment (Figures S4G–S4I).

**Figure 6:**
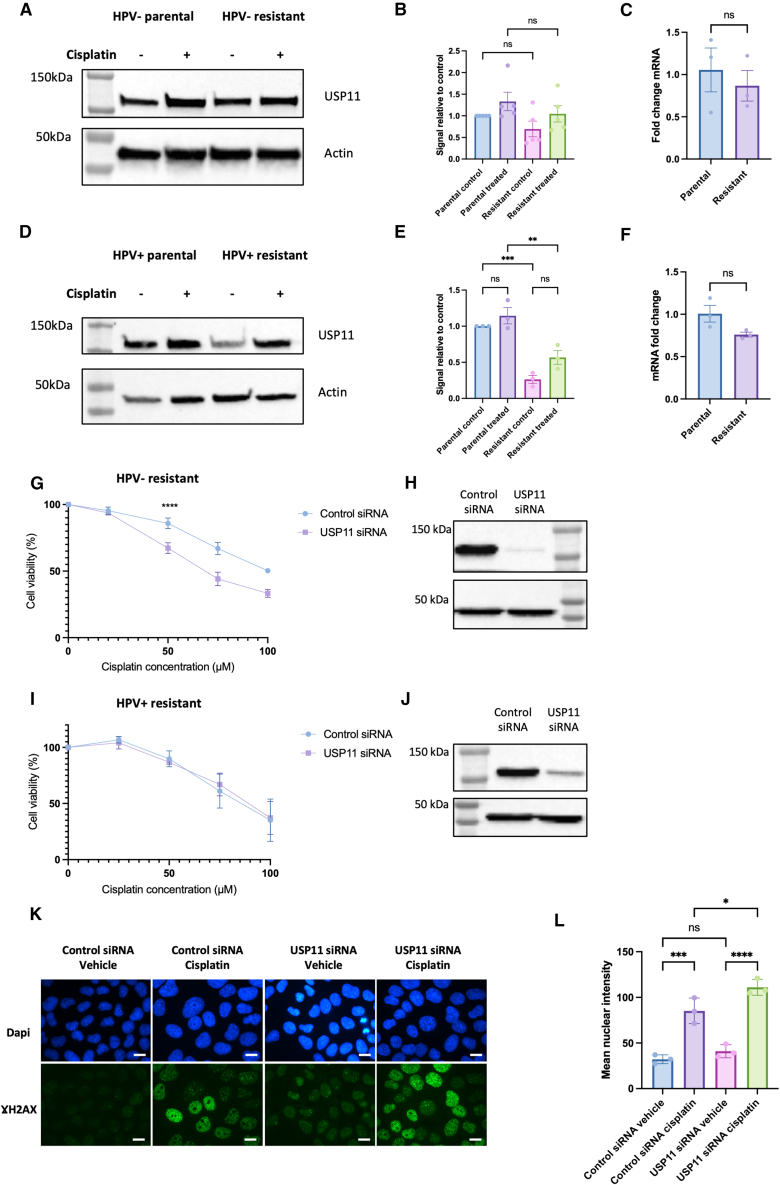
USP11 re-sensitizes HPV− resistant cells to cisplatin (A) Western blot of USP11 expression in HPV− parental and resistant cells, following 5 μM cisplatin treatment for 24 h compared to vehicle only control. Actin control is also present in Figure 4A, which was part of the same experiment. (B) Quantification of three repeats of A (*n* = 3, mean ± sem). (C) USP11 mRNA expression in untreated HPV− parental and resistant cells (*n* = 3, mean ± sem). (D) Western blot of USP11 expression in HPV+ parental and resistant cells, following 5 μM cisplatin treatment for 24 h compared to vehicle only control. (E) Quantification of three repeats of D (*n* = 5, mean ± sem). (F) USP11 mRNA expression in untreated HPV+ parental and resistant cells (*n* = 3, mean ± sem). (G) Cell viability in HPV− resistant cells in response to cisplatin in presence of USP11 knockdown compared to control (scrambled) siRNA (*n* = 3, mean ± sem). IC50 for control siRNA: 100.6 μM, IC50 for USP11 siRNA: 69.59 μM. (H) Confirmation of USP11 knockdown at protein level in HPV− resistant cells with western blot. (I) Cell viability in HPV+ resistant cells in response to cisplatin in presence of USP11 knockdown compared to control (scrambled) siRNA (*n* = 3, mean ± sem). IC50 for control siRNA: 84.97 μM, IC50 for USP11 siRNA: 88.09 μM, *p* = 0.7476. (J) Confirmation of USP11 knockdown in HPV+ resistant cells at protein level with western blot. (K) Representative images of Gamma H2AX immunofluorescence after USP11 knockdown in HPV− resistant cells compared to control (scrambled) siRNA and 24 h of 50 μM cisplatin treatment compared to vehicle only control. Scale bars, 10 μm. (L) Quantification of mean nuclear intensity in K (*n* = 3, mean ± sem). For quantification of immunofluorescence images, at least 50 cells were quantified per biological repeat. Statistical analysis carried out in B, E, and L using one way-ANOVA with post-hoc Tukey’s test. Statistical analysis carried on C and F using unpaired t test. Statistics carried out in G and I using non-linear regression and extra sum-of-squares F test to compare LogIC50 between datasets. ns = not significant, ∗*p* < 0.05, ∗∗*p* ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗*p* ≤ 0.0001.

### In OPSCC tumors which have metastasized to bone, there is evidence of increased R-loops levels by S9.6 immunohistochemistry

To explore whether these findings may be replicated *in vivo*, we sought to investigate the R-loop burden using S9.6 immunohistochemistry in a cohort of 17 HPV+ and HPV− tumors which had responded poorly to treatment. All patients were treated non-surgically and the majority received chemoradiotherapy (12/17 patients [71%]). The HPV status of these tumors was confirmed using HPV DNA *in situ* hybridization (ISH) and the specificity of the S9.6 signal was confirmed with RNase H treatment (Figure S5). Following quantification of the S9.6 immunohistochemistry for each of tumors, it was identified that HPV+ tumors have significantly higher S9.6 expression compared to HPV− tumors, however there was no correlation of S9.6 expression with other clinical characteristics including gender, tumor stage, nodal stage, smoking status, or alcohol history (Figures 7A–7F). Within the cohort, there were samples from different sites, including primary tumor, soft tissue metastases, and bone metastases. When the S9.6 expression was compared between these groups, a higher mean S9.6 H-score was observed in the bone metastases when compared to the primary tumors and soft tissue metastases (Figures 7G–7L).

**Figure 7:**
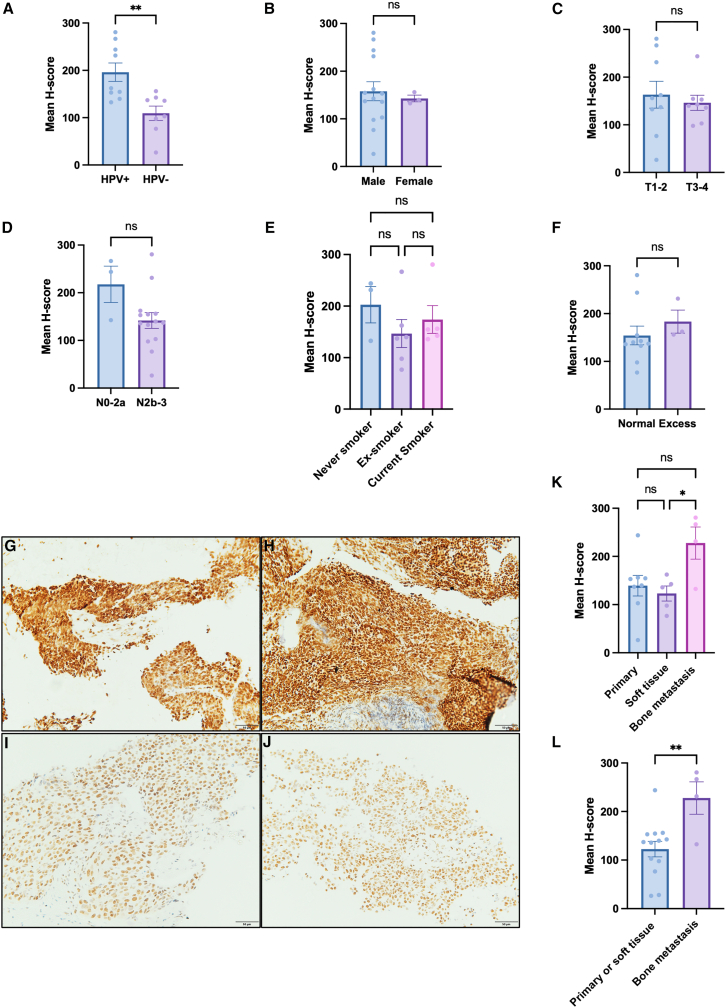
Immunohistochemistry demonstrates higher S9.6 expression in HPV+ tumors and bone metastases (A) Mean H-score by HPV status (*n* = 17, mean ± sem). (B) Mean H-score by gender (*n* = 17, mean ± sem). (C) Mean H-score by tumor stage (*n* = 17, mean ± sem). (D) Mean H-score by nodal stage (*n* = 17, mean ± sem). (E) Mean H-score by smoking status (*n* = 14, mean ± sem). (F) Mean H-score by recorded alcohol consumption (*n* = 14, mean ± sem). Three cases excluded from E and F due to missing clinical data. (G–J) Representative images of primary tumors, soft tissue metastases and bone metastases. (G–H) Representative image of S9.6 staining in bone metastases. (I) Representative image of S9.6 staining in soft tissue (lymph node) metastasis. (J) Representative image of S9.6 staining in primary biopsy (tonsil). (K) Quantification of H-score in primary tumors, soft tissue metastasis and bone metastasis. (L) Quantification of H-score in primary tumors and soft tissue metastasis compared to bone metastasis. Statistical analysis carried out in A–D, F, and L using unpaired t test. Statistics carried out in E and K using one-way ANOVA with post-hoc Tukey’s test. ns = not significant, ∗*p* < 0.05, ∗∗*p* ≤ 0.01.

## Discussion

In this paper, we have developed cisplatin resistant HPV+ and HPV− cell lines and uncovered new insights into the biology of platinum resistance in head and neck cancer. We report changes in gene expression upon development of cisplatin resistance in head and neck cancer, including CNGB1 and KRT6A, both of which have been associated with cisplatin resistance in other tumor types.^32^^,^^33^ Furthermore, we identified that pathways including oxidative phosphorylation, keratinization, and WNT signaling were differentially expressed upon development of resistance. Previous studies have investigated alterations in gene expression upon development of cisplatin resistance in HPV− head and neck squamous cell carcinoma, with studies showing cisplatin resistance drives epithelial to mesenchymal transition and a downregulation of keratins,^45^^,^^46^ causes alterations in TNF-α and NF-ΚB signaling^47^ or is associated with oxidative stress.^27^^,^^48^ Although we did not identify alterations in NF-ΚB signaling, we did observe differential expression of oxidative phosphorylation pathways and a downregulation of keratins in line with what has been previously reported.

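Of 22 keratin genes tested, 12 were lower and 1 higher, KRT15, in HPV− cells, with the same counts when adjusted over the list alone and 10 and 2 without HPV− resistant replicate 1. In HPV+ cells 6 were higher and 4 lower, also when adjusted over the list alone, and 4 and 4 without any 1 of the 4 HPV+ libraries. The simple-epithelium keratin KRT18 was among those that rose, from 442 ± 72.3 to 1013 ± 81.8 CPM (SD, n = 2). Genes of NF-κB and TNF-α signaling changed in both directions, with 5 of 50 higher and 5 lower in HPV− and 6 higher and 2 lower in HPV+ cells, with the same counts when adjusted over the list alone. In HPV− cells TNFAIP2, a gene induced by TNF-α, and CSF1, a macrophage growth factor, rose with log2 fold changes of 2.27 (standard error 0.15, adjusted p = 1.83e-05, edgeR) and 3.23 (standard error 0.32, adjusted p = 0.000349, edgeR). In HPV+ cells NFKBIA, the inhibitor of NF-κB, fell from 28.6 ± 1.31 to 13.6 ± 0.17 CPM and PLAUR, the urokinase receptor, rose from 2.51 ± 0.23 to 10.1 ± 1.39 CPM. The fall of NFKBIA was 0.95 in size on the log2 scale with a transcript length offset, short of the threshold.
Mesenchymal markers of epithelial to mesenchymal transition also went both ways, with 7 of 41 higher and 4 lower in HPV− and 9 higher and 5 lower in HPV+ cells, with the same counts when adjusted over the list alone. In HPV− cells 7 were higher and 9 lower without HPV− resistant replicate 2, and in HPV+ cells 7 higher and 3 lower without either HPV+ parental library. CDH2, which encodes N-cadherin, rose in HPV− cells from 2.56 ± 0.52 to 20.0 ± 7.30 CPM (SD, n = 2). In HPV+ cells VIM, which encodes vimentin, fell from 293 ± 38.8 to 53.9 ± 19.1 CPM, a log2 fold change of −2.44 (standard error 0.25, adjusted p = 0.000398, edgeR). The fibroblast marker LUM fell with it, from 266 ± 34.4 to 78.4 ± 17.8 CPM (adjusted p = 0.00178, edgeR). DCN, another such marker, fell from 109 ± 14.2 to 31.8 ± 16.7 CPM (adjusted p = 0.0339, edgeR). Over all 11 fibroblast markers tested in HPV+ cells, 1 was higher and 2 lower, with a median log2 fold change of −0.061. For DCN the adjusted p was 0.0948 and 0.0869 without HPV− parental replicate 1 and 2, and 0.142 and 0.176 without HPV+ parental replicate 1 and 2. Of 44 epithelial markers, 5 were higher and 5 lower in HPV− cells, also when adjusted over the list alone, and 6 higher and 3 lower in HPV+ cells (7 and 3). In HPV− cells 3 were higher without HPV− parental replicate 2, HPV− resistant replicate 2 or HPV+ parental replicate 1. CDH1, which encodes E-cadherin, rose in HPV+ cells from 41.6 ± 3.23 to 188 ± 2.36 CPM, a log2 fold change of 2.18 (standard error 0.17, adjusted p = 7.64e-05, edgeR). ELF3, an epithelial transcription factor, rose in HPV− cells from 4.55 ± 1.20 to 75.9 ± 1.87 CPM.
Over-representation among differentially expressed genes, by one-sided Fisher's exact tests, had adjusted p-values of 1.17e-06 in HPV− and 2.07e-05 in HPV+ cells for keratins and of 0.114 and 0.106 for NF-κB and TNF-α signaling. With DESeq2's calls the latter was 0.0466 in HPV+ cells. The NF-κB list held 4 higher and 2 lower genes in HPV− cells without HPV− resistant replicate 1, 5 and 2 without HPV− resistant replicate 2 and 5 and 3 without HPV− parental replicate 2. In HPV+ cells it held 3 higher and 1 lower without either HPV+ parental library, and 3 higher and 2 lower without HPV+ resistant replicate 2. Over-representation of mesenchymal markers had adjusted p-values of 0.0177 and 1.57e-05 in HPV− and HPV+ cells, and of epithelial markers 0.0609 and 0.0244. By camera the keratins were lower in HPV− cells with an adjusted p of 2.52e-05, and an adjusted p = 0.634 with an estimated correlation.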

To examine if R-loops may play a role in the development of cisplatin resistance, we explored R-loop burden in these cells and identified a global increase in R-loops upon development of cisplatin resistance in both HPV− and HPV+ cells. Although one possible explanation is that cellular stress and elevated ROS are leading to increased R-loop levels in resistant cells,^34^^,^^35^^,^^36^ this is unlikely as cisplatin resistance is actually associated with improved recovery from metabolic stress and reduced ROS.^27^^,^^49^ However, there are several other potential explanations as to why R-loops may increase upon development of cisplatin resistance. The first possible explanation is that cells acquire greater genomic instability, with an increase in DNA mutations or structural alterations upon development of cisplatin resistance. Elevated R-loop levels have been shown to be associated with other aggressive tumors, including ETMR^24^ and Ewing sarcoma.^25^ ETMR is a genomically structurally unstable tumor showing overlap of R-loops with regions which have copy number alterations, suggesting R-loops may be a precursor to chromosomal breaks.^24^ Therefore, one possible explanation is cisplatin resistance leads to genomic instability and elevated R-loops may be a cause or consequence of this genomic instability. In support of this theory, two studies analyzed cisplatin resistant ovarian cancer cell lines and their sensitive parental counterparts and identified copy number alterations with gains and loss identified across all chromosomes,^50^^,^^51^ alongside DNA translocations.^51^ Genome wide experiments, such as whole genome sequencing (WGS) and DRIP-seq could be used to investigate this potential explanation further. It is also conceivable that the resistant cells may be utilizing R-loops to directly drive cisplatin resistance by modifying the chromatin landscape and altering gene expression in a favorable manner which aids resistance.^52^^,^^53^ This could be explored further using genome wide R-loop mapping techniques to investigate R-loop occupancy at the promoters of genes known to be involved in cisplatin resistance.

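Of the 214 tested genes in the list of R-loop regulators that stands in for R-loopBase, 12 were differentially expressed in HPV− cells alone, 6 in HPV+ cells alone and 4 in both. This difference in number did not pass an exact McNemar test (two-sided, p = 0.238). The 4 genes in both, which were lower in both clones, were ALYREF, RNASEH2C, HNRNPL and YTHDC1. RNASEH2C, a subunit of the ribonuclease that cuts RNA in hybrids with DNA, was chosen after its values were seen and had log2 fold changes of −1.23 in HPV− and −1.01 in HPV+ cells. Of the transcripts of HNRNPL and YTHDC1, only 6.7% and 14.3% were in the files, so their values are uncertain.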

Interestingly, within the RNA-sequencing data, although there were alterations in R-loop regulators upon development of resistance in both HPV+ and HPV− cells, there were fewer differentially expressed regulators in the HPV+ cells despite the greater increase in R-loops. There are a number of potential explanations for this and it is most likely that either post-transcriptional or post-translational changes are causing alterations in R-loop levels through mechanisms that are not detected by standard transcriptome RNA-sequencing.^54^^,^^55^ Alternatively, genomic instability may lead to altered DNA sequences with G-clustering or GC skew which favor R-loop formation but would not lead to an alteration in transcript levels.^20^^,^^21^

Alongside an increase in R-loops globally and at specific loci, HPV+ cells also upregulated senataxin upon development of resistance and depletion of senataxin led to increased sensitivity to cisplatin, increased DNA damage, and increased R-loops both globally and at specific loci. Intriguingly, although HPV− resistant cells did not upregulate senataxin, depletion of senataxin was still able to re-sensitize resistant cells to cisplatin and it is plausible that other R-loop regulators are involved in mediating the changes seen in HPV− cells.^56^ These findings are in agreement with a genome wide CRISPR screen which showed that loss of senataxin sensitized RPE1 cells to cisplatin.^43^ Senataxin has been shown to be important in resolving R-loops at DNA double-strand breaks (DSBs)^57^ and depletion of senataxin reduced cell survival following induced DSBs.^57^ Furthermore, previous studies have demonstrated increased levels of γH2AX and 53BP1 following senataxin knockdown, whereas RAD51 levels were reduced.^57^ Therefore, it could be hypothesized that in the setting of cisplatin resistance, increased levels of senataxin would allow for increased resolution of R-loops formed at DNA DSBs, leading to improved cell viability. However, although the upregulation in senataxin is statistically significant, it is relatively modest; therefore, it is likely that other factors are responsible for the elevated R-loop levels, such as those discussed previously. Nevertheless, senataxin depletion was able to increase sensitivity to cisplatin in an R-loop mediated manner and thus is a potential therapeutic target.

It has recently been demonstrated that high R-loop levels in HPV+ cells are a consequence of E6 repressing p53 transcriptional activity,^58^ however, upon development of cisplatin resistance in HPV+ cells we did not observe a difference in the transcription of E6 (Figure S1C). What contribution viral oncoproteins make to R-loop burden in head and neck cancer remains an unanswered question in the field.

We also investigated whether USP11 depletion was a suitable method of targeting senataxin and thus a potential therapeutic target.^44^ Interestingly, although USP11 was able to re-sensitize HPV− cells to cisplatin in a senataxin-mediated manner (Figures 6 and S4), this was not observed in the HPV+ resistant cells. This can be explained by the observation that HPV+ resistant cells downregulate USP11 protein expression upon cisplatin resistance (Figures 6D–6F), which is likely a cellular response to the elevated expression of senataxin, leading to reduced ubiquitination mediated degradation of senataxin.^44^ Therefore, USP11 may be a potential therapeutic target, but only in cells which do not show a corresponding decrease in USP11 protein expression.

In summary, we have shown that senataxin modulates cisplatin resistance through an R-loop mediated mechanism in HPV+ OPSCC, with potential therapeutic benefits for patients’ who develop cisplatin resistance.

### Limitations of the study

We acknowledge a number of limitations, including the cell line model of cisplatin resistance utilized in this study. A cell line model was chosen as it provided the ability to create cisplatin resistant cell lines and explore the differences between the cisplatin sensitive and resistant cells. It has been shown that lymph node metastasis from OPSCC are heterogeneous in nature,^59^^,^^60^ therefore, evaluation of single clones may not be representative of the complexity of cisplatin resistance *in vivo*. However, the model used in this study allows for manipulation of R-loops that would be impossible in clinical samples. Future work could include evaluating R-loops in tissue samples alongside other markers known to be important in tumor progression (such as immune response and DNA repair), to determine if R-loops are found uniformly throughout a tumor and whether there is any association with other markers which may contribute to treatment resistance. Furthermore, the S9.6 immunohistochemistry was carried out on a relatively small and retrospective cohort and the findings cannot be directly compared with the cell culture data, as for each of the bone metastases there was only these samples to analyze, and the primary tumor was not available for analysis. However, although distant progression is relatively rare in OPSCC, there are a subset of patients who present with distant metastases,^10^^,^^11^^,^^12^^,^^13^^,^^14^ with the second most common site being bone.^14^ Therefore, these findings warrant further investigation to determine if the high level of R-loops in bone metastases may be a potential therapeutic target.

## Resource availability

### Lead contact

Requests for further information should be directed to the lead contact Sherif El-Khamisy ().

### Materials availability

The data supporting this study is available within this manuscript and its supplemental information. This study did not generate any new unique reagents.

### Data and code availability

• The RNA-Sequencing files are available on Gene Expression Omnibus (GEO: GSE279046).
• This study did not generate any unique code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

This research was funded in whole, or in part, by the 10.13039/100010269Wellcome Trust (Wellcome Trust 4ward North Academy Clinical PhD Fellowship (R120782)). This study was additionally funded by a 10.13039/501100000289Cancer Research UK (CRUK)/Pathological Society Predoctoral Research Bursary (C66701/A27282) and a Pathological Society Equipment Grant (EG20201242). S.E.-K. is supported by a Wellcome Trust Investigator Award (103844), a 10.13039/501100001255Lister Institute of Preventive Medicine Fellowship (137661) and the 10.13039/501100000265Medical Research Council (MR/Y000021/1). For the purpose of Open Access, the author has applied a CC BY public copyright license to any author accepted manuscript version arising from this submission. The authors would like to thank Dr Bernadette Foran for her help in collating the clinical cohort and Hayley Stanhope for her technical assistance.

## Author contributions

Conceptualization: H.C., K.D.H., and S.E.K.; methodology, H.C., I.C., K.D.H., and S.E.K.; validation: H.C.; formal analysis: H.C.; investigation: H.C.; resources: S.E.K. and K.D.H.; data curation: H.C.; writing – original draft: H.C.; writing – review and editing: H.C., I.C., S.E.K., and K.D.H.; supervision: S.E.K. and K.D.H.; project administration: H.C., S.E.K., and K.D.H.; funding acquisition: H.C., K.D.H., I.C., and S.E.K.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti-senataxin antibody	Bethyl laboratories	Cat# A301 – 104A/105A; RRID: AB_873128; RRID: AB_2186221
Rabbit anti-USP11 antibody	Bethyl laboratories	Cat# A301 – 613A; RRID: AB_1211380
Mouse anti-phospho-Histone H2A.X (Ser139) antibody	EMD Millipore	Cat# 05 – 636; RRID: AB_309864
Mouse anti-actin antibody	Sigma	Cat# A5316; RRID: AB_476743
Mouse anti-DNA:RNA hybrid antibody (S9.6)	Isolated from hybridoma by BioServ, Sheffield, UK	N/A
Mouse anti-single stranded DNA antibody	Millipore Sigma	Cat# MAB3868; RRID: AB_570342
Mouse anti-double stranded DNA antibody	Santa Cruz	Cat# sc-58749; RRID: AB_783088

**Biological samples**		

Head and neck tumour samples	Sheffield Teaching Hospitals diagnostic archive	19/YH/0029

**Chemicals, peptides, and recombinant proteins**		

Cis-Diammineplatinum(II) dichloride	Sigma	P4394

**Deposited data**		

fastq files generated from RNA-Sequencing experiment	Gene Expression Omnibus	GEO:GSE279046

**Experimental models: Cell lines**		

HPV-negative head and neck cancer cell line SCC89	University of Pittsburgh	UPCISCC89
HPV-positive head and neck cancer cell line SCC2	University of Pittsburgh	UDSCC2

**Oligonucleotides**		

siRNA sequences – See Table S3	This paper	N/A
RT-qPCR primers – See Table S2	This paper	N/A
DRIP-qPCR primers – See Table S1	This paper	N/A

**Software and algorithms**		

GraphPad Prism	GraphPad Software (Dotmatics)	https://www.graphpad.com/
R	https://www.r-project.org/	Version 4.2.3 "Shortstop Beagle”
ImageJ	Schneider et al.^61^	https://imagej.net/ij/
QuPath	Bankhead et al.^62^	https://qupath.github.io/
Q-Rex	Qiagen	https://www.qiagen.com/us/applications/pcr/thermal-cyclers/q-rex-software
cellSENS imaging software	Olympus	https://evidentscientific.com/en/products/software/cellsens

### Experimental model and study participant details

Two head and neck squamous cell carcinoma cell lines were used in this study, UPCISCC89 (HPV-) and UDSCC2 (HPV+), henceforth referred to as SCC89 and SCC2. These cell lines were received under a material transfer agreement from Professor Gollin, University of Pittsburgh. Both of these cell lines were originally derived from male patients with head and neck cancer, however the age of the patients is unknown.^63^ The presence of high risk HPV16 in the SCC2 cell line was confirmed by testing on a Roche Cobas 6800 instrument and through qPCR for E6 and E7 (Figures S1A–S1D). Both cell lines were STR profiled by NorthGene (Newcastle, UK) and regular mycoplasma testing was undertaken by the core facility service at the School of Clinical Dentistry, University of Sheffield.

Monolayer cell culture was undertaken in a class two biological cabinet and cells were maintained in 37°C incubators with 5% CO_2_. Cells were routinely cultured in low-glucose Dulbecco’s Modified Eagle’s Medium (DMEM), supplemented with 10% fetal bovine serum (FBS), 1% penicillin-streptomycin and 1% L-glutamine.

Ethical approval was sought and obtained to undertake immunohistochemistry on human tissue samples from patients with HPV+ and HPV- head tumours which had responded poorly to treatment (19/YH/0029, n=17). This cohort comprised 3 female and 14 male patients, with an age range at diagnosis of 45 to 87 years (mean age = 59 years). Ethnicity, race and ancestry information was not reported and is therefore not available.

### Method details

#### Generation of cisplatin resistant clones

Cisplatin resistant clones were developed using a dose escalation method as previously described.^64^^,^^65^^,^^66^ Cisplatin was purchased from Sigma-Aldrich (Cis-Diammineplatinum(II) dichloride, P4394) and was dissolved in 0.9% Sodium Chloride (NaCl) to create a stock concentration of 1mM. This was aliquoted and stored at -20°C. SCC89 and SCC2 were treated long-term with cisplatin over a period of 2-3 months, with occasional cisplatin free passages were undertaken to allow cells to recover. IC50 was confirmed with cell viability assays at baseline (Figures 1A/B) and as HPV+ cells had a higher IC50 at baseline (consistent with previous literature^67^), they were treated with a higher dose of cisplatin. SCC89 cells were grown in standard media supplemented with 2.5μM cisplatin, which increased to 5μM cisplatin after 2 passages. SCC2 cells were grown in standard media supplemented with 5μM cisplatin, which increased to 10μM cisplatin after 2 and 4 passages. Cisplatin was added to the media twice weekly. Following dose escalation, cells were grown exclusively in the higher dose of cisplatin. Single cell clones were selected using serial dilution in a 96 well plate format and a single high dose of cisplatin (5μM for SCC89 and 10μM for SCC2). Following selection of single cell clones, cells were grown in cisplatin free media and resistance was confirmed with clonogenic assays. For both the HPV- and HPV+ cells, 3-4 clones were initially screened, and a selected resistant clone was chosen for RNA-sequencing and further experiments (Clone #411 for the HPV- cells and clone #35 for the HPV+ cells (Figures 1C and 1D).

#### Antibodies, siRNA and primers

Details regarding the antibodies, siRNA and primers used in this study can be found in Tables S1–S4. siRNA transfections were undertaken using Lipofectamine RNAiMAX, following the manufacturer’s instructions. USP11 siRNA was used at a final concentration of 20nM and pooled senataxin siRNA was used at a final concentration of 80nM.

#### RNA-sequencing

RNA was extracted using the Monarch Total RNA miniprep kit (New England Biotechnologies (NEB) #T2010) or the Qiagen RNeasy mini kit (74104) according to the manufacturer’s instructions. RNA was quantified using Nanodrop 100 Spectrophotometer (ThermoFisher Scientific) and quality assured using A_260:280_ ratio. cDNA was prepared using the Applied Biosystems High-Capacity cDNA Reverse transcription kit according to the manufacturer’s instructions.

RNA from the parental cells and subsequent resistant clones was sent to Novogene (Cambridge, UK) for mRNA sequencing (polyA library prep, 20 million paired reads per sample, 150bp paired-ended sequencing) on an Illumina NovaSeq. The resulting fastq files were quality assessed using fastQC and combined using multiQC.^68^ The fastq files were aligned and quantified using Salmon^69^ on the high-performance computer (HPC) cluster at the University of Sheffield, using Genome Reference Consortium Human Build 38 (GRCh38). The resulting transcript quantification files were imported into the statistical programme R and differential expression was conducted using DESeq2.^70^ The cut-off for differential expression was set as an adjusted p-value less than 0.05 with a log2fold change of greater than 1. Resulting differentially expressed genes underwent gene ontology analysis using clusterProlifer.^71^

#### Quantitative PCR (RT-qPCR)

cDNA was diluted 1:5-1:20 with nuclease-free water, dependent on the input amount of RNA. Dilutions were kept consistent within the same experiment. Each qPCR reaction contained 5μl of diluted cDNA, 2.8μl of forward and reverse primer at 5μM concentration and 10μl QuantiNova (Qiagen), made up to a final volume of 20μl with nuclease-free water. Standards were run with each reaction on a Rotor-Gene 6000 qPCR machine (Qiagen) and the following thermocycling conditions were used: denaturation at 95°C for 10 minutes, followed by 50 cycles of denaturation at 95° C for 15 seconds, annealing at 5°C below the average melting temperature of the forward and reverse primer for 15 seconds and extension at 72°C for 30 seconds. A melt curve was added to the end of each reaction by increasing the temperature from 72°C to 95°C in 1°C increments at 5 second intervals. CT values were determined for each reaction using the Q-Rex software and analysed using the delta-delta CT method, normalising gene expression to Actin or GAPDH for each reaction.

#### Cell viability assays

MTS assays were undertaken using the CellTiter 96 Aqueous One Solution Cell Proliferation Assay (Promega) or Abcam MTS assay kit (ab197010). Briefly, cells were seeded at an appropriate density in 96 well plates and allowed to attach overnight. Where stated, following 48 hours of transfection and 24 hours of cisplatin treatment, an appropriate amount of MTS reagent was added to each well following the manufacturer’s instructions and the plate incubated at 37°C for 1-4 hours. The plate was subsequently read on using a Tecan spectrophotometer at 490nm.

Clonogenic assays were performed as previously described.^72^ Cells were seeded at a density of 3,000 to 4,000 cells on a 10cm dish and incubated overnight. The following day, cells were treated with the indicated concentrations of cisplatin and left to form colonies for 7-10 days. Following visible colony formation, the plates washed with PBS, fixed with 80% ethanol for 15 minutes, air dried for 5 minutes and stained with 0.5% crystal violet for 30 minutes. The number of colonies on each plate was counted using an automated cell counter (Protos 3) and the surviving fraction was calculated by dividing the number of colonies on treated plates by the number of colonies on untreated plates.

#### Western blotting

Cells were harvested and protein was extracted using lysis buffer (20mM HEPES pH7.4, 2mM MgCl_2_, 40mM NaCl and 1% Triton-X) containing complete mini EDTA protease inhibitor (Roche) at 1:50 ratio, BaseMuncher (Abcam) at 1:1000 ratio and where appropriate PhosSTOP (Sigma) at a final ratio of 1:20. Western blotting was carried out as previously described^44^ in pre-cast 4-15% gels (Invitrogen) or using 4-20% gradient gel.^73^ 30-50μl of lysis buffer was added to the cell pellet and left on ice for 20 minutes with regular vortexing. The samples were centrifuged at 13000 rpm for 15 minutes and the resulting supernatant was stored at -20°C. The protein was quantified with the Bradford Technique, using Coomassie Blue (Thermofisher). Equal amounts of protein were diluted in 5x protein loading buffer and boiled at 95° C for 5 minutes before being loaded onto an SDS-PAGE gel. Samples were run at 120V for 10 minutes, followed by 170V for 1 hour. Gels were transferred onto nitrocellulose membrane using a Trans-Blot Turbo (Bio-Rad), using the pre-set high molecular weight setting. Following transfer, membranes were blocked for 1 hour at room temperature with 5% dried milk in Tris-buffered saline with 0.1% Tween (TBST) and subsequently incubated with primary antibody (Table S4) overnight at 4°C. Following three 5-minute TBST washes, blots were incubated with an appropriate mouse or rabbit HRP secondary antibody (Bio-Rad) at 1:4,000 concentration for 1 hour at room temperature. Three further TBST washes were carried out before visualisation. Blots were visualised using Clarity Western ECL substrate (Bio-Rad), on a ChemiDoc Imaging system (Bio-Rad) and quantified using Image Studio Lite (Licor).

#### Slot blotting

DNA was extracted using a phenol-chloroform method (described below) or with a DNeasy Blood and Tissue Kit (Qiagen), following the manufacturer’s instructions. 400ng or 5μg of DNA was dotted onto a nylon or nitrocellulose membrane respectively using a slot blot apparatus (Hoefer). Where indicated, samples were pre-treated with exogenous RNase H (M0297, NEB), following the manufacturer’s instructions. For the ssDNA antibody the blot was denatured for 10min in 1.5M NaCl, 0.5M NaOH solution and then neutralised for 10min in 0.5M Tris-HCl pH 7.0, 1M NaOH solution. The blots were UV crosslinked (120000uJ/cm^2^), blocked in 5% dried milk powder in TBST for 1 hour at room temperature and subsequently incubated with primary antibody overnight at 4°C (Table S4). Blots were washed three times in TBST for 5 minutes each and incubated with an anti-mouse HRP secondary (Bio-Rad) at 1:2000 dilution for 1 hour at room temperature. Following three 5-minute washes with TBST, blots were visualised and quantified as detailed in the western blotting section.

#### DNA:RNA immunoprecipitation (DRIP-qPCR)

DRIP was undertaken based on method previously published by Sanz and Chédin^39^ and the S9.6 antibody was used for immunoprecipitation which has been shown to selectively bind DNA:RNA hybrids.^74^ DNA was extracted as follows. Cells were harvested and resuspended in 1.6ml TE buffer, pH8 (Thermofisher) with 50μl of 20% SDS and 10 μL of 10mg/mL of proteinase K and incubated overnight at 37°C. The lysate was added to a MaXtract high density tube with an equal amount of phenol/chloroform/isoamyl alcohol and mixed by inversion 5 times. Following centrifugation at 1500g for 10 minutes, the clear supernatant was added to a 15ml tube containing 4ml of 100% ethanol and 160μl of 3M sodium acetate. The DNA was precipitated by mixing on a rotary mixer at 10rpm for 10 minutes and the DNA was spooled out and washed with 80% ethanol three times for 10 minutes each. The DNA was then air dried and resuspended in 125μl of TE buffer. A restriction enzyme digest was then set up to incubate overnight at 37°C containing up to 118.5μl of DNA, 1.5μl of 10m/ml BSA (NEB), 15μl of 2.1 buffer (NEB), 30 units of SSP1 (NEB), 30 units of BSRG1 (NEB), 30 units of ECoR1 (NEB), 30 units of HindIII (NEB), 30 units of XBA1 (NEB), 1.5μl of 100mM spermidine and the reaction was made up to 150μl with nuclease free water. The following day the DNA was added to a phase lock light gel tube (Quantabio), with 100μl of nuclease free water and 250μl of Ultrapure™ phenol:chloroform:isoamyl alcohol (Thermofisher). Following centrifugation at 16000g for 10 minutes, the supernatant was added to 625μl 100% ethanol, 25μl sodium acetate and 1.5μl of glycogen and incubated at -20°C for at least one hour. This was followed by a centrifugation at 16000g for 35 minutes at 4°C. The supernatant was removed and 200μl of 80% ethanol was added followed by a further centrifugation at 16,000g for 10 minutes at 4°C. The supernatant was removed, the DNA pellet was air-dried, resuspended in 50μl of TE buffer, quantified using a Nandrop 100 spectrophotometer and stored at -80°C.

For each condition, 8μg of DNA was diluted in 500μl of TE buffer and 50μl was taken as input. For the RNase H treated sample, an equal amount of DNA (8μg) was treated with 8μl of RNase H in 1x RNase H buffer (NEB) for 5 hours at 37°C. Following RNase H digestion, 400μl of TE buffer was added to the RNase H sample and subsequently treated identically to the non-RNase H treated sample. 52μl of 10x DRIP binding buffer (2.8ml 5M NaCl, 1ml 1M sodium phosphate and 50μl Triton-X in 10ml nuclease free water) and 10μl of S9.6 antibody were added to each sample (RNase H treated and untreated) and incubated for 14-17 hours with 10rpm rotation at 4°C. The following day, 90μl of Protein G beads were washed twice with 700μl 1x DRIP binding buffer for 10 minutes at 10rpm. The DNA was added to the washed beads and incubated for 2 hours at 4°C with 10rpm rotation. The supernatant was discarded, and the beads were washed twice with 750μl of 1X DRIP binding buffer for 15 minutes with 10rpm rotation. 300μl of DRIP elution buffer was then added to the beads with 14μl of 10mg/ml proteinase K and incubated at 55°C for 45 minutes with 10rpm rotation. The resulting supernatant was transferred to a phase lock light gel tube (Quantabio) and phenol-chloroform purification undertaken as detailed in the previous paragraph. The resulting DRIP-DNA was stored at -80°C until qPCR.

DRIP-qPCR was undertaken using QuantiNova SYBR Green-based PCR (Qiagen) on a Rotor-Gene 6000 (Qiagen). Standards were produced by pooling equal amounts of each input and serially diluting 1:10. Each reaction contained 10μl of QuantiNova, 2.8μl of forward and reverse primer pair (at 5μM concentration), 2μl of DNA and 5.2μl of nuclease free water. The cycling conditions are detailed in the quantitative PCR (RT-qPCR) section and the primers are detailed in Table S1.

#### Immunofluorescence

Immunofluorescence was performed as previously described.^44^ Cells were seeded at an appropriate density onto 13mm glass coverslips in a 24 well plate. Following transfection and cisplatin treatment for the time indicated in each figure, the media was removed, and wells washed with 500μl of PBS. Cells were then fixed with 3.7% formaldehyde for 10 minutes at room temperature, followed by permeabilisation with 0.5% Triton-X for 5 minutes. Wells were then washed with 500μl of PBS three times, followed by blocking with 500μl of 3% BSA in PBS-T for 1 hour at room temperature. Wells were incubated with 160μl of primary antibody diluted in 3% BSA for 1 hour at room temperature or overnight at 4°C as follows: Senataxin (1:1000 dilution, Bethyl, A301 – 104A or 105A), USP11 (1:500 dilution, Bethyl, A301 – 613A), γH2AX (1:1000 dilution, EMD Millipore 05 – 636). Following three washes with 500μl of PBS-T the wells were incubated with the following secondary antibodies in the dark for 1 hour at room temperature at 1:500 dilution: Alexa Fluor™ 488 anti-mouse (a11001), Alexa Fluor™ 488 anti-rabbit (a11008) and Alexa Fluor™ 555 anti-rabbit (a21428). Following two washes with 500μl PBS-T and one wash with 500μl PBS the coverslips were removed and allowed to dry for 10 minutes at room temperature before mounting with Immun-Mount™. Visualisation was undertaken on Zeiss Axioplan 2 microscope and images were taken using a 100x objective. The resulting images were analysed in ImageJ using a pre-defined macro to determine the mean nuclear intensity for each cell. Visualisation was undertaken on Zeiss Axioplan 2 microscope and images were taken using a 100x objective. The resulting images were analysed using in ImageJ using a pre-defined macro to determine the mean nuclear intensity for each cell, as previously described.^61^^,^^75^

#### Alkaline single cell gel electrophoresis (comet) assay

Cells were resuspended at 300,000 cells/ml in PBS and mixed with an equal amount of 1.2% low melting point agarose. This was placed underneath a coverslip on top of pre-prepared 0.6% agarose and allowed to set at 4°C for 1 hour. Once set, the coverslips were removed and 1ml of lysis buffer was added to each slide (2.5M NaCl, 10mM Tris HCl, 100mM EDTA pH8.0, 1% Triton X-100, 1% DMSO; pH10) and incubated for 1 hour in the dark at 4°C. Alkaline electrophoresis buffer was prepared by adding 2ml 0.5M EDTA, 5ml 10M NaOH and 10ml DMSO with dH_2_0 to a final volume of 1L. Following lysis, slides were placed in the comet tank with the alkaline electrophoresis buffer for 45 minutes. The comet tank was then run at 12V for 25 minutes and slides were removed and neutralised with 1ml of 0.4M Tris pH7 overnight at 4°C. The slides were visualised on a fluorescence microscope with 1:10,000 SYBR green (Sigma) and quantified using Comet Assay IV. At least 100 cells were scored for each biological replicate, and the mean comet tail was analysed.

#### Immunohistochemistry

Ethical approval was sought and obtained to undertake immunohistochemistry on human tissue samples (19/YH/0029, n=17). Following sectioning, tissue was mounted on SuperFrost Plus™ slides (Epredia) and baked at 60°C for 60 minutes. Slides were dewaxed in xylene twice for 5 minutes each, followed by two 5 minute incubations in 100% ethanol. Endogenous peroxidase activity was blocked with incubation in 3% H_2_0_2_ in methanol for 20 minutes. Slides were briefly washed in PBS, followed by antigen retrieval using sodium citrate buffer in a steamer for 30 minutes (10mM Sodium citrate, 0.05% Tween-20, pH6.0). Where indicated, after antigen retrieval but prior to endogenous blocking, slides were treated with RNase H (25 units RNase H in 1x RNase H buffer) or mock treated with buffer only overnight at 37°C in a humidity chamber filled with dH_2_0. Slides were washed in PBS and a hydrophobic barrier was drawn around the slides with ImmEDGE™ Hydrophobic Barrier Pen (Vector Laboratories). Slides were blocked in 100% horse serum for 1 hour at room temperature in a humidity chamber. The primary antibody was diluted in 100% horse serum (S9.6 at 1:1500 dilution) and slides were incubated overnight at 4°C in a humidity chamber. Following two washes in PBS for 5 minutes each, secondary antibody and ABC complex (VECTSTAIN® Elite® ABC-HRP Kit, Peroxidase (Mouse IgG)) were added according to the manufacturer’s instructions. Following two further washes in PBS for 5 minutes each, staining was visualised using DAB Substrate Kit, Peroxidase (HRP) (Vector Laboratories) for 7 minutes. The slides counterstained with haematoxylin using a Lecia automated stainer, mounted with DPX mountant and visualised on an Olympus light microscope. Images were taken using cellSens image software or slides were scanned using a Leica Aperio CS2 and saved as ∗.svs files. Images and digital slides were analysed using QuPath (Version 0.3.0).^62^

### Quantification and statistical analysis

Statistical analysis was carried out in GraphPad Prism 9 or R (version 4.2.3 "Shortstop Beagle”) using statistical analysis as detailed in each figure legend. In each legend, asterisk indicate the following: ns=not significant, ∗ = p < 0.05, ∗∗ = p ≤ 0.01, ∗∗∗ = p ≤ 0.001, ∗∗∗∗ = p ≤ 0.0001. The data presented are the mean and the standard error of the mean (sem) of three biological replicates, unless otherwise stated in the figure legend. The brightness and contrast has been increased across the entire image in S1G-H, 2I, 6G-J and S5A-D, equally across controls where present.

# Supplementary material for: Senataxin regulates cisplatin resistance through an R-loop-mediated mechanism in HPV-associated head and neck cancer
**Source:** iScience. 2025 Aug 13;28(9):113348. doi: 10.1016/j.isci.2025.113348
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S4

**Supplemental information**

**Senataxin regulates cisplatin resistance  
through an R-loop-mediated mechanism  
in HPV-associated head and neck cancer**

**Hannah Crane, Ian Carr, Keith D. Hunter, and Sherif F. El-Khamisy**

## Supplementary Figures

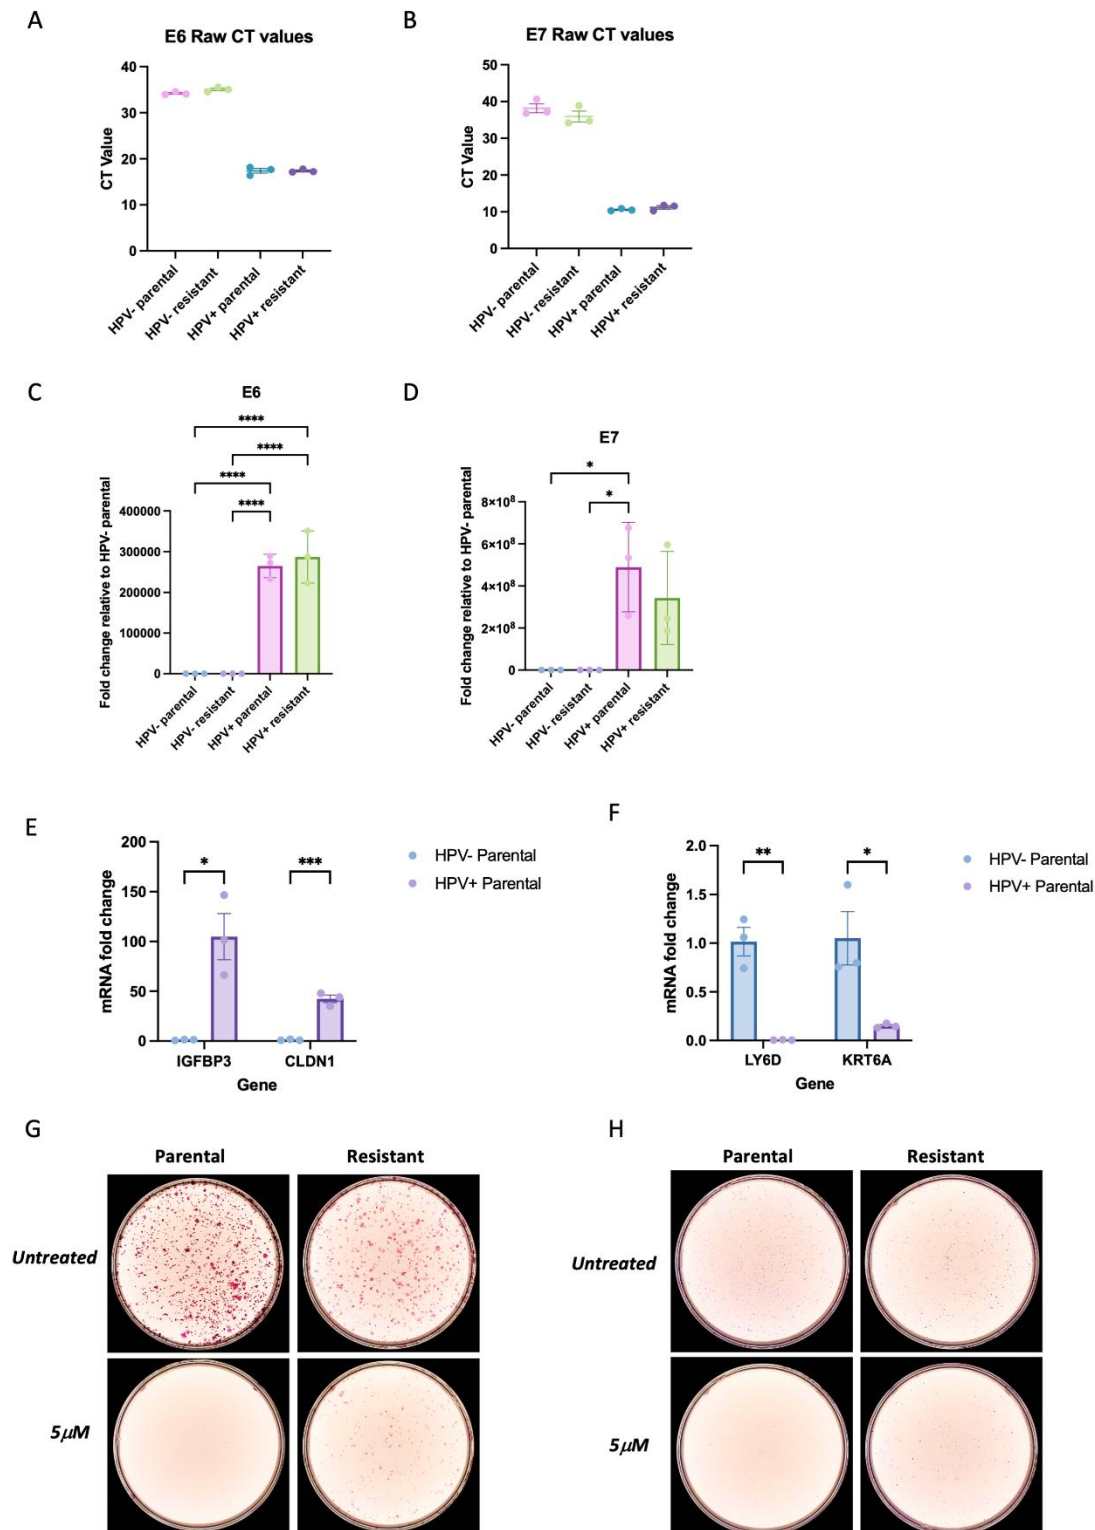

**Supplementary Figure 1:** qPCR for E6/E7 viral transcripts and validation of RNA-Sequencing analysis confirms the HPV status of the cell lines. A. E6 Raw CT values in HPV+ and HPV- parental and resistant cell lines. B. E7 Raw CT values in HPV+ and HPV- parental and

resistant cell lines. C. Fold change of E6 expression relative to HPV- parental cells (n=3, mean +/- sem). D. Fold change of E7 expression relative to HPV- parental cells (n=3, mean +/- sem). 

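IGFBP3 and CLDN1 were among 2694 genes with higher levels in HPV+ than in HPV− parental cells, while 2936 were lower. The parental cells are the same libraries as in the comparisons with the resistant clones, and HPV status cannot be told apart from the cell line here. IGFBP3, a binding protein of insulin-like growth factors on chromosome 7 of GRCh38 from 45912245 to 45921874, was at 32.2 ± 2.41 CPM in HPV− and 2778 ± 125 CPM in HPV+ parental cells (SD, n = 2). The log2 fold change was 6.43 (standard error 0.35, adjusted p = 3.74e-07, edgeR). CLDN1, a claudin of tight junctions, was at 23.4 ± 1.39 and 1393 ± 57.6 CPM, a log2 fold change of 5.90 (standard error 0.58, adjusted p = 0.000144, edgeR). CDKN2A, which encodes p16 and is used as a marker of HPV-associated tumors, was at 90.0 ± 47.4 and 367 ± 73.1 CPM, a log2 fold change of 2.03 (standard error 0.33, adjusted p = 0.000866, edgeR).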

E. qPCR validation of two up-regulated transcripts in the HPV+ parental cells when compared to the HPV- parental cells. 

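LY6D, a surface protein of stratified epithelium on chromosome 8 of GRCh38 from 142784882 to 142786539, was at 375 ± 20.6 CPM in HPV− and 2.35 ± 0.01 CPM in HPV+ parental cells (SD, n = 2). The log2 fold change was −7.31 (standard error 0.61, adjusted p = 6.80e-05, edgeR). KRT6A was also lower in HPV+ than in HPV− parental cells, with a log2 fold change of −6.28 (standard error 0.29, adjusted p = 7.52e-08, edgeR).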

F. qPCR validation of two down-regulated transcripts in the HPV+ parental cells when compared to the HPV- parental cells. G. Representative pictures of clonogenic assays with HPV- clone #411, treated with 5 $\mu$ M cisplatin. H. Representative pictures of clonogenic assays with HPV+ clone #35, treated with 5 $\mu$ M cisplatin. Statistical analysis carried out on C and D using one-way ANOVA with Tukey's post-hoc test. Statistical analysis carried out on E and F using multiple unpaired t-tests. ns=not significant, \* =  $p < 0.05$ , \*\* =  $p \leq 0.01$ , \*\*\* =  $p \leq 0.001$ , \*\*\*\* =  $p \leq 0.0001$ .

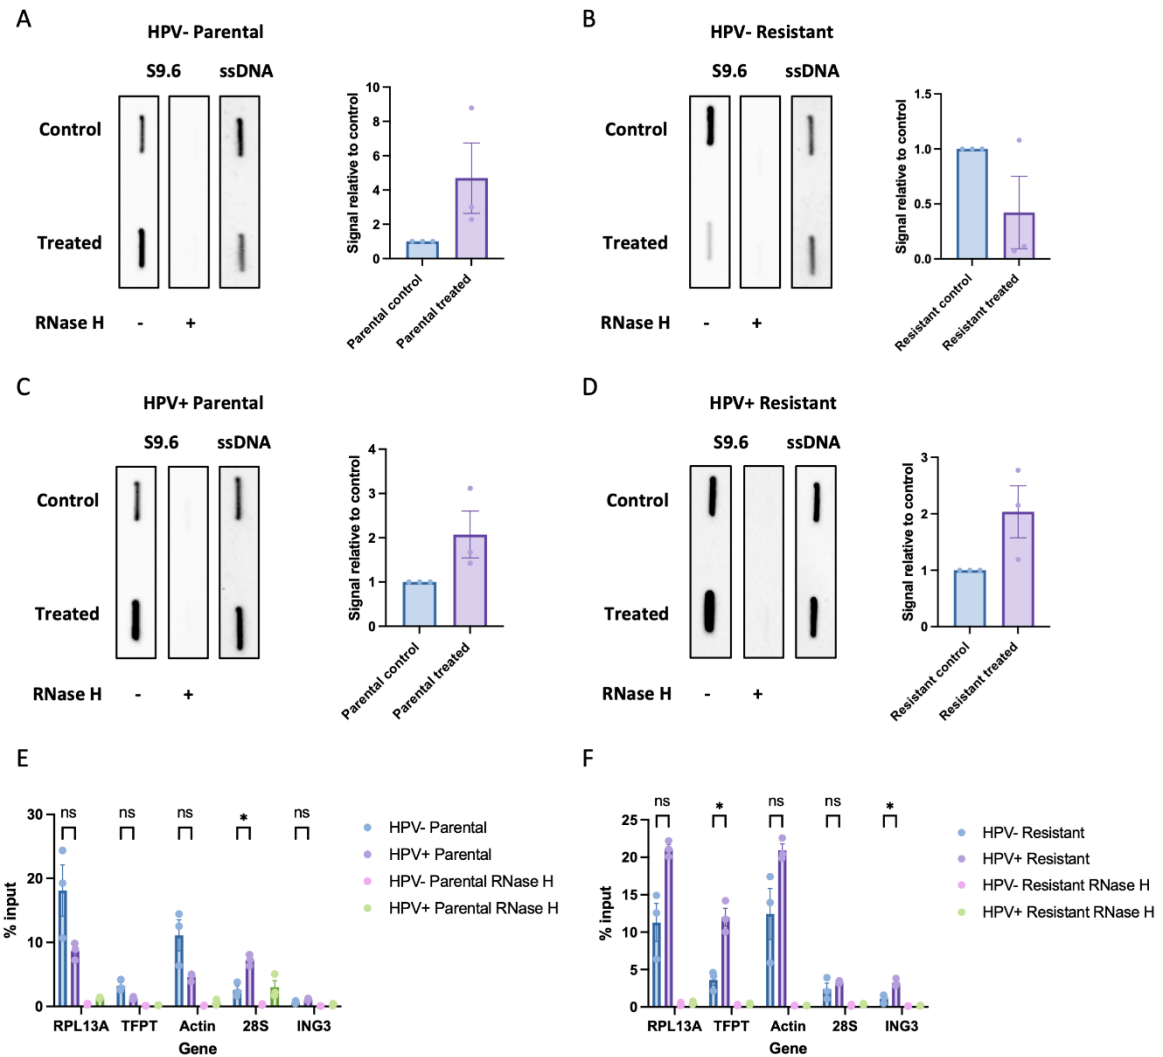

**Supplementary Figure 2:** Changes in R-loop dynamics at baseline and following cisplatin treatment in HPV- and HPV+ parental and resistant cells. A. S9.6 slot blot showing global R-loop levels following treatment of HPV- parental cells with 5 $\mu$ M cisplatin or vehicle only control for 24 hours (n=3, mean +/- sem). B. S9.6 slot blot showing global R-loop levels following treatment of HPV- resistant cells with 5 $\mu$ M cisplatin or vehicle only control for 24 hours (n=3, mean +/- sem). C. S9.6 slot blot showing global R-loop levels following treatment of HPV+ parental cells with 5 $\mu$ M cisplatin or vehicle only control for 24 hours (n=3, mean +/- sem). D. S9.6 slot blot showing global R-loop levels following treatment of HPV+ resistant cells with 5 $\mu$ M cisplatin or vehicle only control for 24 hours (n=3, mean +/- sem). In A - D, ssDNA (single-stranded DNA) was used as a loading control. E. Percentage input at positive R-loop loci in HPV+ and HPV- parental cells in untreated conditions, with associated RNase H treated controls (n=3, mean +/- sem). F. Percentage input at positive R-

loop loci in HPV+ and HPV- resistant cells in untreated conditions, with associated RNase H treated controls (n=3, mean +/- sem). Statistics carried out in E and F using multiple unpaired t-tests (n=3, mean +/- sem). ns=not significant, \* =  $p < 0.05$ .

A

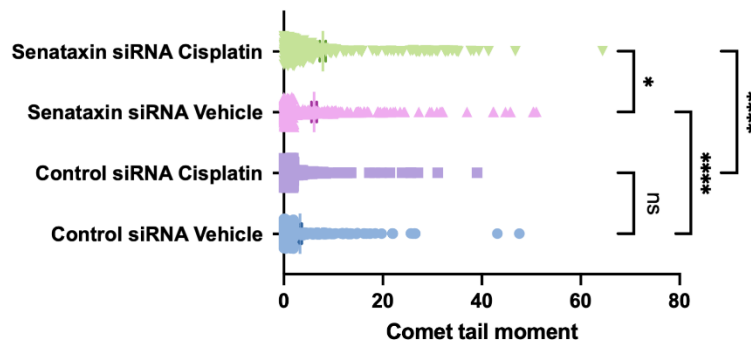

B

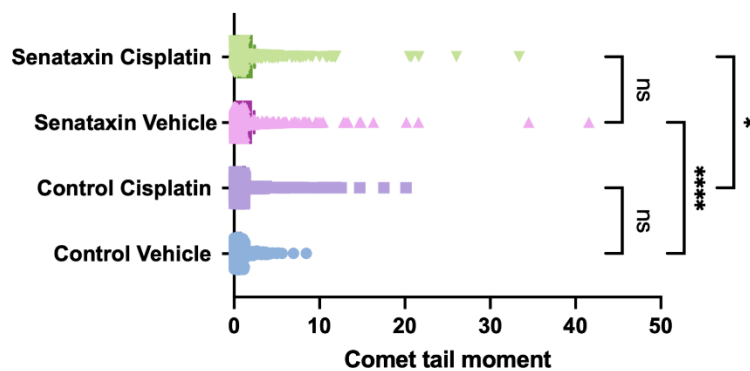

C

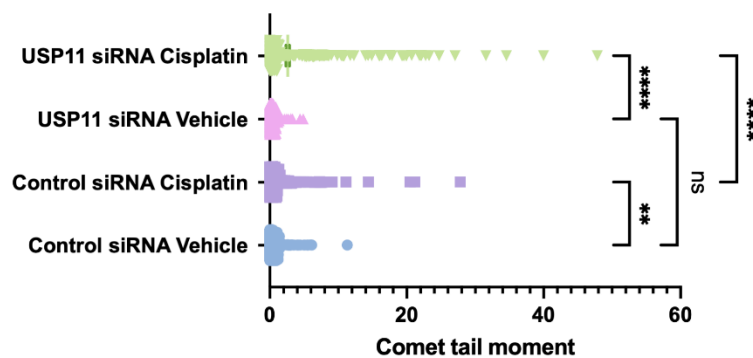

**Supplementary Figure 3:** Alkaline single gel electrophoresis (comet) assays confirm increased DNA damage following cisplatin treatment in the presence of senataxin or USP11 depletion. A. Comet assay following senataxin depletion and 24 hours of 25 $\mu$ M cisplatin treatment in HPV- resistant cells. B. Comet assay following senataxin depletion and 24 hours of 25 $\mu$ M cisplatin treatment in HPV+ resistant cells. C. Comet assay following USP11 depletion and 24 hours of 50 $\mu$ M cisplatin treatment in HPV- resistant cells. For all figures, mean  $\pm$  sem is plotted alongside all data points from 3 biological replicates, with at least 100 cells counted per biological replicate. Statistical analysis carried out with one-way

ANOVA and multiple comparisons carried out using post-hoc Tukey's test. ns=not significant,  
\* =  $p < 0.05$ , \*\* =  $p \leq 0.01$ , \*\*\* =  $p \leq 0.001$ , \*\*\*\* =  $p \leq 0.0001$ .

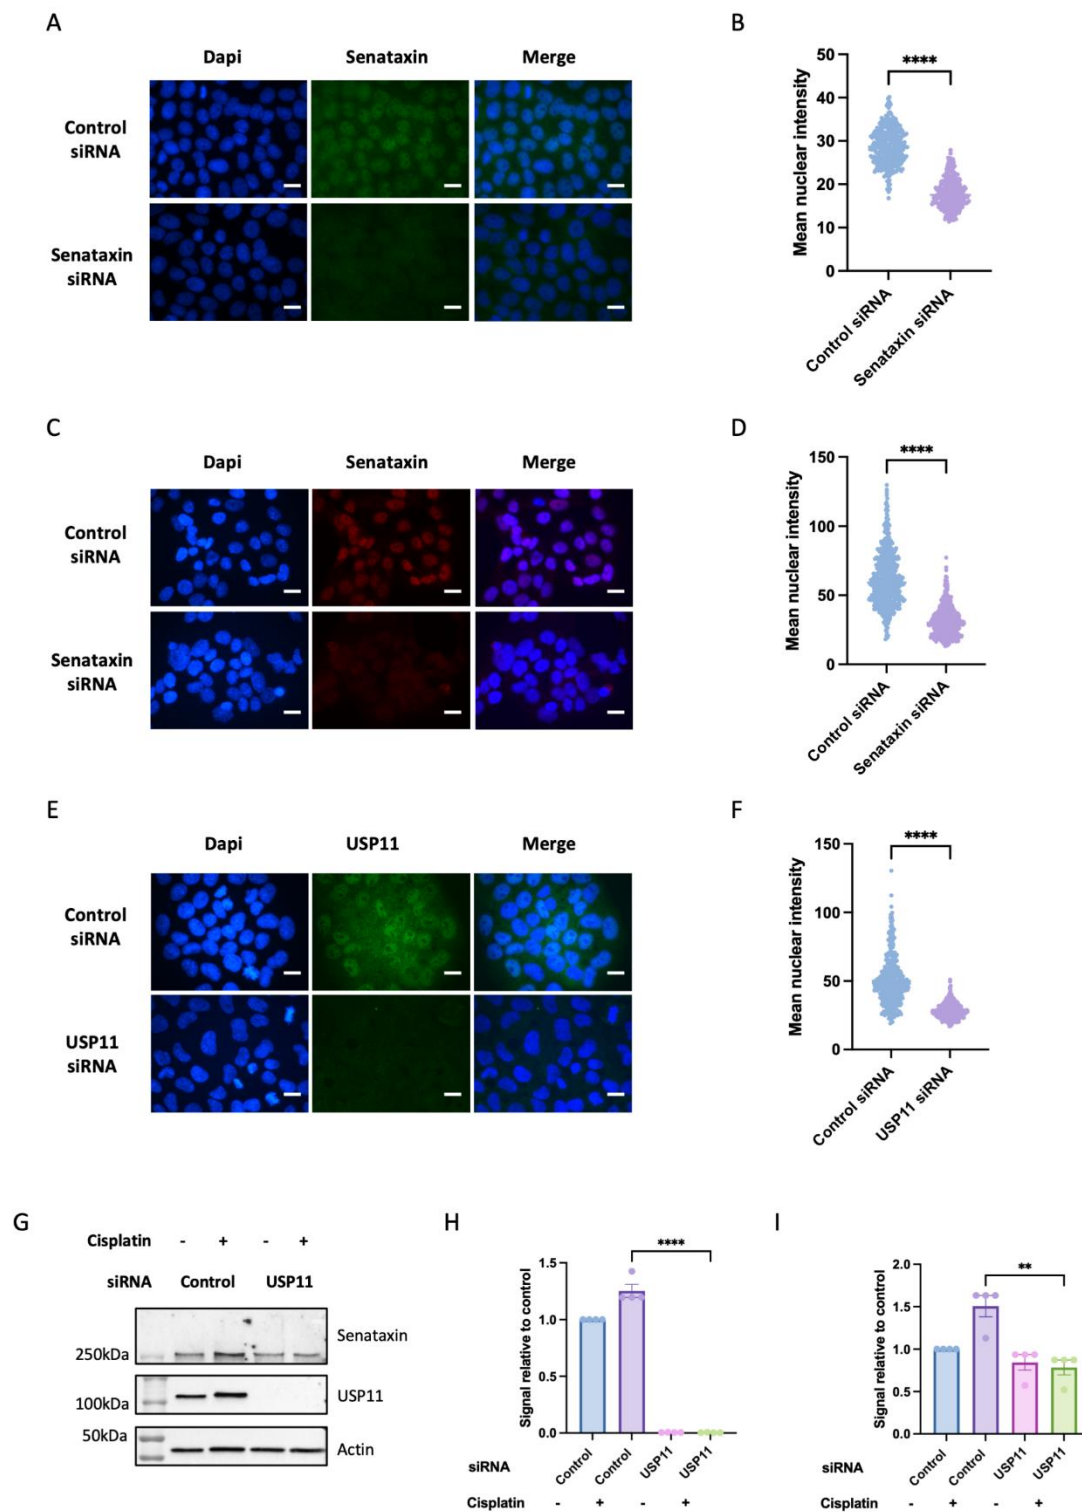

**Supplementary Figure 4:** Immunofluorescence to confirm Senataxin and USP11 knockdown and western blotting to demonstrate the effect of USP11 depletion on senataxin protein expression. A. Representative images of senataxin immunofluorescence in control (scrambled) and senataxin siRNA treated HPV- resistant cells. B. Quantification of senataxin

nuclear intensity in control and senataxin siRNA groups from Figure A (all data points from two biological replicates plotted, at least 100 cells quantified per biological replicate). C. Representative images of senataxin immunofluorescence in control (scrambled) and senataxin siRNA treated HPV+ resistant cells. D. Quantification of senataxin nuclear intensity in control and senataxin siRNA groups from Figure C (all data points from three biological replicates plotted, at least 100 cells quantified per biological replicate). E. Representative images of USP11 immunofluorescence in control (scrambled) and USP11 siRNA treated HPV-resistant cells. F. Quantification of USP11 nuclear intensity in control and USP11 siRNA groups from Figure E (all data points from three biological replicates plotted, at least 100 cells quantified per biological replicate). G. Representative western blot of HPV- resistant cells treated with USP11 siRNA or control (Scrambled siRNA) and NaCl vehicle or 50 $\mu$ M of cisplatin for 24 hours. H. Quantification of USP11 expression from G (n=4, mean  $\pm$  sem). I. Quantification of senataxin expression from G (n=4, mean  $\pm$  sem). Statistical analysis carried out in B, D, F, H and I using unpaired t-test, \*\* =  $p \leq 0.01$ , \*\*\*\* =  $p \leq 0.0001$ . Scale bar 10 $\mu$ m.

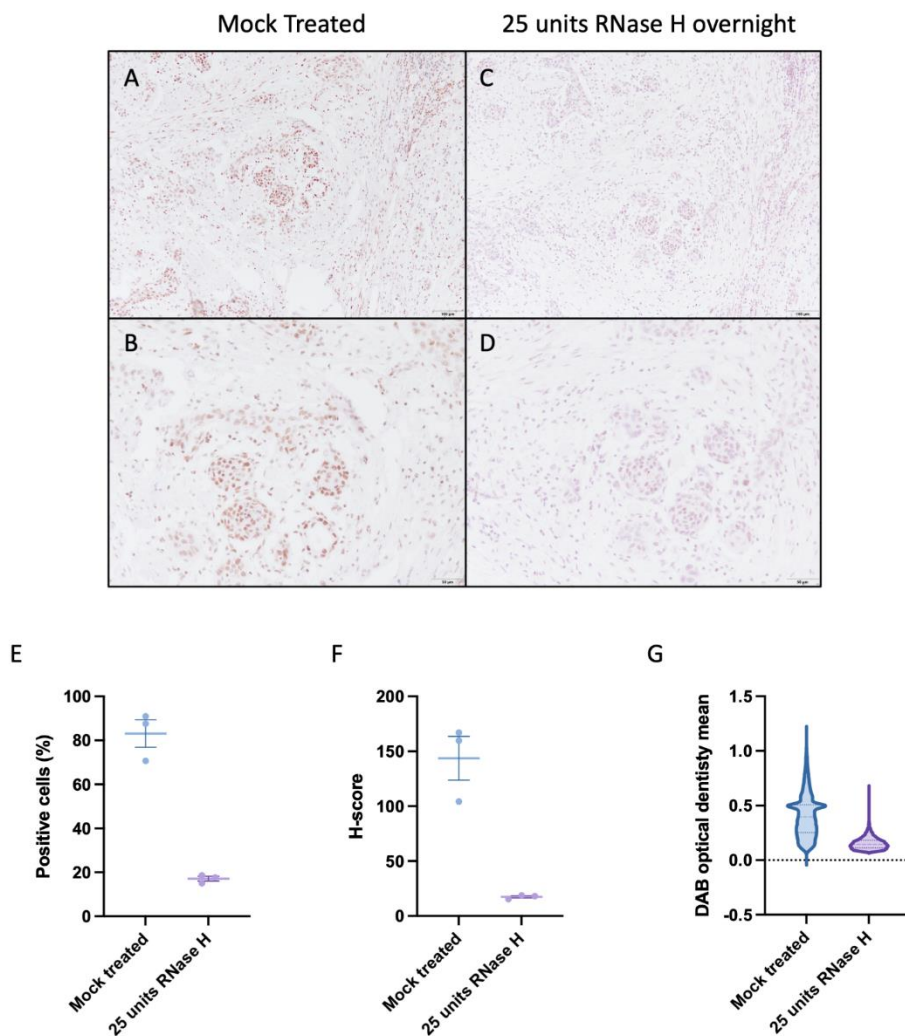

**Supplementary Figure 5: RNase H treatment to confirm specificity of S9.6**

immunohistochemistry. A-B. Slides were stained with S9.6 antibody at 1:1000 dilution with mock RNase H treatment (buffer only) overnight (B is a higher magnification of image A). C-D. Serial sections of tissue as A-B stained with S9.6 antibody at 1:1000 dilution with 25 units of RNase H treatment (NEB) overnight prior to blocking (C is a higher magnification of image D). E. Percentage of positive cells from three areas of mock treated slide and slide pre-treated with 25 units RNase H. F. H-Score from three areas of mock treated slide and slide pre-treated with 25 units RNase H. G. DAB optical density mean from three areas of mock treated slide and slide pre-treated with 25 units RNase H. Images taken with cellSens software: A and C taken at x100 magnification, B and D taken at x200 magnification.

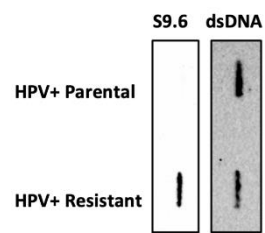

**Supplementary Figure 6:** Unedited version of S9.6 slot blot in Figure 3I evaluating global differences in R-loops at baseline between HPV+ parental and resistant cells.

## Supplementary Tables

| Name                  | Forward sequence              | Reverse sequence            | Source                                                 |
|-----------------------|-------------------------------|-----------------------------|--------------------------------------------------------|
| <b>RPL13A</b>         | AGGTGCCTTGCTCACAGAGT          | GGTTGCATTGCCCTCATTAC        | <sup>1</sup>                                           |
| <b>TFPT</b>           | TCTGGGAGTCCAAGCAGAC<br>T      | AAGGAGCCACTGAAGGGTTT        | <sup>1</sup>                                           |
| <b>FRA3B</b>          | TTAGCCTACTTCAGGGTTTC<br>T     | TGGAGAGGTTACTACTGGCA        | <sup>2</sup>                                           |
| <b>FRA16D</b>         | CAGCCAGCACTCCTTCTCAA          | CTCTGTGGAGAAGCCAAGCA        | <sup>2</sup>                                           |
| <b>Actin 5' Pause</b> | TTACCCAGAGTGCAGGTGT<br>G      | CCCCAATAAGCAGGAACAGA        | <sup>3</sup>                                           |
| <b>EGR1 promoter</b>  | CATAGGGAAGCCCCTCTTC           | CTTGTGGTGAGGGGTCACTT        | <sup>4</sup>                                           |
| <b>Actin</b>          | TTTCCGTAGGACTCTCTTCTC<br>T    | GTCAGAGAGACAAACACCAG<br>AA  | This study<br>(kind gift<br>from Dr<br>Jon<br>Griffin) |
| <b>ING3</b>           | TTTTTCTTCTCTAACTACCCT<br>CCCC | GTGCCCTAATCTGAATGACTA<br>CA | <sup>5</sup>                                           |
| <b>28S</b>            | CAGGGGAATCCGACTGTTT<br>A      | ATGACGAGGCATTTGGCTAC        | <sup>6</sup>                                           |

**Supplementary Table 1: DRIP-qPCR primers used in this study and reference where applicable**

| Name             | Forward sequence                 | Reverse sequence               | Source                                              |
|------------------|----------------------------------|--------------------------------|-----------------------------------------------------|
| <b>E6</b>        | CTGCAATGTTTCAGGACCCA             | TCATGTATAGTTGTTTGCAGCT<br>CTGT | <sup>7</sup>                                        |
| <b>E7</b>        | ACCGGACAGAGCCCATTACA             | GCCCATTAAACAGGTCTTCCAA<br>A    | <sup>7</sup>                                        |
| <b>Actin</b>     | CGCCGCCAGCTCACC                  | CACGATGGAGGGGAAGACG            | This study<br>(Kind gift<br>from Dr Jon<br>Griffin) |
| <b>GAPDH</b>     | AGGTCGGAGTCAACGGATTT             | ATGAAGGGGTCATTGATGGCA          | This study<br>(Kind gift<br>from Dr Jon<br>Griffin) |
| <b>USP11</b>     | TGGAAGGCGAGGATTATGTGC            | ATGACCTTGC GTTCAATGGGT         | <sup>8</sup>                                        |
| <b>Senataxin</b> | CTTCATCCTCGGACATTTGAG            | TTAATAATGGCACCACGCTTC          | <sup>3</sup>                                        |
| <b>CLDN8</b>     | TGAATGTTGCCCAAAAACGTG            | GCGATGGGAAGGTATCGAGT<br>ATC    | <sup>9</sup>                                        |
| <b>KRT13</b>     | AGGTGAAGATCCGTGACTGG             | GATGACCCGGTTGTTTTCAA           | <sup>10</sup>                                       |
| <b>LYPD1</b>     | GGCAACTTTTTGCGGATTGTT            | CGTTCACCGTGCAATTCACA           | <sup>11</sup>                                       |
| <b>KRT6A</b>     | AGAGAATGAATTTGTGACTCT<br>GAAGAAG | TACAAGGCTCTCAGGAAGTTG<br>ATCT  | <sup>12</sup>                                       |
| <b>CNGB1</b>     | CACGGCCAGCACAAATA                | TTGGGGCTCTCCTCATC              | <sup>13</sup>                                       |
| <b>CIITA</b>     | CCGACACAGACACCATCAAC             | CTTTTCTGCCCAACTTCTGC           | <sup>14</sup>                                       |
| <b>KRT16</b>     | GACCGGCGGAGATGTGAAC              | CTGCTCGTACTGGTCACGC            | <sup>15</sup>                                       |
| <b>IGFBP3</b>    | AAATGCTAGTGAGTCGGAGG<br>A        | CTCTACGGCAGGGACCATATT          | <sup>16</sup>                                       |
| <b>TGFB1</b>     | TATTGAGCACCTTGGGCACTG            | TCTCTGGGCTTGTTTCCTCAC          | <sup>17</sup>                                       |
| <b>LY6D</b>      | GCTCCCAGACGACATCAGAG             | TGTTCTGGTCTTG CAGAAG           | <sup>10</sup>                                       |
| <b>CLDN1</b>     | CGAATTTGGTCAGGCTCT               | GAAGGTGCAGGTTTTGGA             | <sup>18</sup>                                       |

**Supplementary Table 2: RT-qPCR primers used in this study and reference where applicable**

| siRNA     | siRNA sequence                  |
|-----------|---------------------------------|
| siControl | 5' UAA UGU AUU GGA ACG GAU 3'   |
| siUSP11   | 5' GGA CCG UGA UGA UAU CUU C 3' |
| siSEXT 1  | 5' GCA CGU CAG UCA UGC GUA A 3' |
| siSEXT 2  | 5' GCA AUA AGC UCA UCC UAG U 3' |
| siSEXT 3  | 5' GCU CAA CUC UCC AAA UAG A 3' |
| siSEXT 4  | 5' UAG CAC AGG UUG UUA AUC A 3' |

**Supplementary Table 3: siRNA sequences**

| <b>Antibody</b> | <b>Manufacturer</b>                               | <b>Concentration</b>                               |
|-----------------|---------------------------------------------------|----------------------------------------------------|
| Senataxin       | Bethyl, A301 – 104A or 105A                       | Western blot: 1:1000<br>Immunofluorescence: 1:1000 |
| USP11           | Bethyl, A301 – 613A                               | Western blot: 1:1000<br>Immunofluorescence: 1:500  |
| $\gamma$ H2AX   | EMD Millipore 05 – 636                            | Immunofluorescence: 1:1000                         |
| Actin           | Sigma, A5316                                      | Western blot: 1:1000                               |
| S9.6            | Isolated from hybridoma by BioServ, Sheffield, UK | Slot blot: 1:500<br>Immunohistochemistry: 1:1500   |
| ssDNA           | EMD Millipore, MAB3868                            | Slot blot: 1:5000                                  |
| dsDNA           | Santa-Cruz, sc-58749                              | Slot blot: 1:500                                   |

***Supplementary Table 4: Primary antibodies used in this study.***

## References

1. Sanz, L. A. & Chédin, F. High-resolution, strand-specific R-loop mapping via S9.6-based DNA-RNA immunoprecipitation and high-throughput sequencing. *Nat. Protoc.* **14**, 1734–1755 (2019).
2. Björkman, A. *et al.* Human RTEL1 associates with Poldip3 to facilitate responses to replication stress and R-loop resolution. *Genes Dev.* **34**, 1065–1074 (2020).
3. Skourti-Stathaki, K., Proudfoot, N. J. & Gromak, N. Human Senataxin Resolves RNA/DNA Hybrids Formed at Transcriptional Pause Sites to Promote Xrn2-Dependent Termination. *Mol. Cell* **42**, 794–805 (2011).
4. Ginno, P. A., Lott, P. L., Christensen, H. C., Korf, I. & Chédin, F. R-Loop Formation Is a Distinctive Characteristic of Unmethylated Human CpG Island Promoters. *Mol. Cell* **45**, 814–825 (2012).
5. Halász, L. *et al.* RNA-DNA hybrid (R-loop) immunoprecipitation mapping: an analytical workflow to evaluate inherent biases. *Genome Res.* **27**, 1063–1073 (2017).
6. Johnston, R. *et al.* The identification of a novel role for BRCA1 in regulating RNA polymerase I transcription. *Oncotarget* **7**, 68097–68110 (2016).
7. Brand, T. M. *et al.* Human papillomavirus regulates HER3 expression in head and neck cancer: Implications for targeted HER3 therapy in HPV+ patients. *Clin. Cancer Res.* **23**, 3072–3083 (2017).
8. Zhou, Z. *et al.* Regulation of XIAP Turnover Reveals a Role for USP11 in Promotion of Tumorigenesis. *EBioMedicine* **15**, 48–61 (2017).
9. Cheng, B., Rong, A., Zhou, Q. & Li, W. CLDN8 promotes colorectal cancer cell proliferation, migration, and invasion by activating MAPK/ERK signaling. *Cancer Manag. Res.* **11**, 3741 (2019).
10. McCray, T., Moline, D., Baumann, B., Griend, D. J. Vander & Nonn, L. Single-cell RNA-Seq analysis identifies a putative epithelial stem cell population in human primary prostate cells in monolayer and organoid culture conditions. *Am. J. Clin. Exp. Urol.* **7**, 123 (2019).
11. Yin, M. *et al.* Comprehensive Analysis of RNA-Seq in Endometriosis Reveals Competing Endogenous RNA Network Composed of circRNA, lncRNA and mRNA. *Front. Genet.* **13**, (2022).
12. Lobo, J. *et al.* Practicability of clinical application of bladder cancer molecular

classification and additional value of epithelial-to-mesenchymal transition: prognostic value of vimentin expression. *J. Transl. Med.* **18**, 303 (2020).

13. Miao, T. W. *et al.* Identification of Survival-Associated Gene Signature in Lung Cancer Coexisting With COPD. *Front. Oncol.* **11**, 600243 (2021).
14. Farina, F. *et al.* Effect of Gliadin Stimulation on HLA-DQ2.5 Gene Expression in Macrophages from Adult Celiac Disease Patients. *Biomedicines* **10**, (2022).
15. Elazezy, M. *et al.* Emerging insights into keratin 16 expression during metastatic progression of breast cancer. *Cancers (Basel)*. **13**, 3869 (2021).
16. Ng, E. F. Y., Kaida, A., Nojima, H. & Miura, M. Roles of IGFBP-3 in cell migration and growth in an endophytic tongue squamous cell carcinoma cell line. *Sci. Rep.* **12**, 11503 (2022).
17. Maldonado, L. A. G. *et al.* Influence of tumor cell-derived TGF- $\beta$  on macrophage phenotype and macrophage-mediated tumor cell invasion. *Int. J. Biochem. Cell Biol.* **153**, (2022).
18. Zhang, Q. *et al.* Screening and validation of lymph node metastasis risk-factor genes in papillary thyroid carcinoma. *Front. Endocrinol. (Lausanne)*. **13**, 991906 (2022).

How the deposited data were processed for this re-analysis (not part of the article)

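RNA from 4 groups of cells was measured by sequencing, HPV− parental cells, the HPV− resistant clone, HPV+ parental cells and the HPV+ resistant clone, with 2 libraries per group and 8 in all. The authors sequenced polyA libraries and ran Salmon against GRCh38, and deposited the estimated counts (expected read pairs per transcript) for each library as Salmon wrote them, with no scaling for depth or length. Salmon's version and annotation release are not given in the sources used here. From these estimated counts, counts per gene were computed by matching 172550 of 187432 transcripts to GENCODE release 44 by their IDs without versions, summing and rounding. Of the matched transcripts, 168265 had the same version in both, and all of these had the same length. The remaining 14882 transcripts were left out. Totals ran from 20250246 to 27341284 read pairs per library, which limits what can be seen of genes with few counts. Where every library of a group had 0 counts, a fold was bounded with 3 counts over the group, and where a group had 1 to 3 counts the ratio is given with an exact 95% counting interval. Intervals and floors cover counting error only.

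Genes were tested with edgeR 4.0.16 in R 4.3.3 with limma 3.58.1. All 8 libraries entered a single fit with 1 coefficient per group, TMM factors, the default expression filter and the robust quasi-likelihood test. The common dispersion was 0.0326, the residual degrees of freedom were 4 and the median prior degrees of freedom were 6.33. CPM were computed on TMM-scaled library sizes, and log2 CPM with a prior count of 2. Resistant and parental cells were compared within each line, the difference between the lines was tested as an interaction, and HPV+ parental cells were compared with HPV− parental cells. P-values were adjusted by Benjamini-Hochberg over all genes tested in a comparison. At an unadjusted p under 0.05 there were 5973 genes in the HPV− and 5026 in the HPV+ comparison.

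The comparisons, tests, alternatives, gene lists and the rule for named genes were written before the data were examined. Exceptions are the tests, rules and alternatives that are said to be chosen, changed or added after values were seen. Named genes were those the paper names from RNA sequencing or RT-qPCR, including every gene labeled in Fig. 1E and 1F. They were also the 6 largest changes in each direction among differentially expressed genes with a mean of at least 1 CPM and separated libraries, up to 3 members per direction of each list with the smallest p, 5 genes of the parental comparison, and the 6 of these genes with the smallest p for the difference between the lines. Not all of these genes are printed. The 34 lists held 1619 genes, and 31 of them were written from general knowledge of the pathways. The other lists were the genes labeled in Fig. 1E, those labeled in Fig. 1F and those with RT-qPCR primers in Table S2. Over-representation of differentially expressed genes in a list was tested with a one-sided Fisher's exact test against all genes tested, and a shift of the list with camera at a correlation of 0.01 and again with an estimated correlation, each adjusted over 68 tests in both comparisons. Numbers of differentially expressed genes in the 2 lines were compared with a two-sided exact McNemar test.

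The alternatives were DESeq2 1.42.0 on all 8 or on the 4 libraries of a comparison, edgeR on those 4 libraries, RLE and upper-quartile factors, an offset for transcript length, no filter or a filter of 5 CPM in 2 libraries, protein-coding genes only, no minimum fold change, a test against a log2 fold change of 1, a test per transcript, the replicate number as a block, and each library left out in turn. Keeping unmatched transcripts and keeping only genes with every transcript listed were added after the data were seen. The test was tried on simulated counts of 14815 genes with 50 genes changed at each fold. In the HPV− comparison it recovered 30, 74, 66 and 94% of genes changed by 2, 3, 4 and 8 times, with 7 calls among unchanged genes. In the HPV+ comparison it recovered 36, 74, 96 and 84%, with 10 such calls. A change of 2 times lies at the fold threshold, and the medians found were 0.956 and 0.931 on the log2 scale. The rates at 2 times therefore partly reflect the threshold. Far fewer genes were changed in the simulation than passed in the data, so the rates need not hold there. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes on the Y chromosome and genes of X inactivation were left out of the named genes. The paper's DRIP-qPCR, slot blot, protein, DNA damage, immunohistochemistry, clonogenic and cell viability experiments were not analysed here.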

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

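Tests of fewer mitochondria, all 3 tests of the MHC class II genes and the test of low-expressed genes without histones were chosen only after the result was seen. The 6 named genes with the smallest p for the difference between the lines (interaction test, edgeR), chosen by p and not by size, included 4 keratin and cornified envelope genes. The change with resistance in HPV+ cells minus that in HPV− cells was 8.671 on the log2 scale for KRT6A, 5.685 for KRT17, 12.594 for KRT6B (adjusted p = 6.21e-06) and 14.03 for SPRR1B (adjusted p = 8.61e-07), where the values for KRT6B and SPRR1B rest on few counts in at least 1 group and depend on the prior count. GJB2, a gap junction gene, differed by 3.79 (adjusted p = 6.21e-06) and CD9, a tetraspanin, by −6.97 (adjusted p = 8.61e-07). As a list, keratinization genes had a median difference of 1.963. The median log2 fold change was −1.36 in HPV− and 0.10 in HPV+ cells, also with 5 and 3 genes that had 0 counts in a group and more than 3 in the other set to their bounds. In HPV+ cells 4 other genes had 0 counts in a group and at most 3 in the other, and without them the median was 0.19. Ribosome biogenesis genes had a median difference of 0.774 and interferon-stimulated genes of 0.981, with camera adjusted p-values of 7.99e-18 and 2.08e-05 and an adjusted p = 0.123 and an adjusted p = 0.623 with an estimated correlation.

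MHC class II and histone genes are outside those the paper discusses. The list called MHC class II here also holds CIITA, CD74, RFX5, RFXANK, RFXAP, CTSS and IFI30, which are not HLA genes. Its median log2 fold change in HPV− cells was 2.137, which is the value of CTSS. With a transcript length offset CTSS had 1.679 (adjusted p = 0.0568, edgeR). Of the 11 genes, 4 were higher and 0 lower by edgeR (3 and 0 by DESeq2, 6 and 0 at an unadjusted p under 0.05, 4 and 0 when adjusted over the list alone). The 4 were CIITA, which the paper labels in Fig. 1E, CD74, the protease gene CTSS and HLA-DRA, which went from 0.045 CPM, on few counts, to 2.385 CPM. HLA-DRB1, HLA-DQB1 and HLA-DMB, which like HLA-DRA are named after their values were seen, did not pass (adjusted p = 0.113, 0.165 and 0.138). HLA-DRA was thus the only HLA gene of the list to pass. The count was 2 without HPV− resistant replicate 1. Over-representation did not pass (adjusted p = 0.0727, and 0.197 with DESeq2's calls), and camera gave 0.00265, with an adjusted p = 0.329 with an estimated correlation. Replication-dependent histone genes had a median of −1.255 in HPV+ cells, with 13 of 34 lower and 0 higher by edgeR (12 and 0 by DESeq2, 16 and 0 at an unadjusted p under 0.05, 14 and 0 when adjusted over the list alone). Over-representation had an adjusted p of 9.48e-06 and camera gave 6.39e-06, with an adjusted p = 0.453 with an estimated correlation. The histone count was 3 without HPV+ parental replicate 1, 4 without HPV+ parental replicate 2, 8 without HPV+ resistant replicate 1 and 5 without HPV+ resistant replicate 2. Most mRNAs of these histones lack a polyA tail and their copies are nearly identical, so polyA libraries measure them poorly.

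Nuclear genes of oxidative phosphorylation had medians under 0 in both clones. In HPV− cells their median of −0.675 (95% bootstrap interval −0.765 to −0.488) became −0.025 (−0.201 to 0.056) once the trend of all other genes with GC content, transcript length and expression level was taken off, so this trend may account for the fall in HPV− cells. In HPV+ cells the median went from −0.65 (−0.761 to −0.49) to −0.376 (−0.476 to −0.316), so the trend does not account for the whole of it. The mitochondrially encoded genes had medians of 1.034 (0.911 to 1.192) and 0.188 (0.012 to 0.356). These intervals treat genes that vary together (estimated correlation 0.839) as independent and leave out the spread between libraries. In HPV− cells both resistant libraries had larger mitochondrial shares than both parental libraries, which argues against a loss of every mitochondrial transcript there. In HPV+ cells the shares overlapped and 0 of the 13 genes passed, so a loss cannot be judged. A difference in library quality was not tested and stays open. In both lines each resistant library had a larger share of counts in pseudogenes and fewer transcripts with reads than each parental library. A change with cisplatin resistance stays open too and was not tested apart from the clone.

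Neighbouring genes changed together along the chromosomes. The Spearman correlation of log2 fold changes of genes 10 places apart, over 10261 genes, was 0.08 in HPV− and 0.135 in HPV+ cells, above the highest of 1000 shuffled orders (0.031 and 0.044), and chance order is excluded. With the trend taken off it was 0.086 in HPV− cells (highest shuffle 0.031), which argues against the trend as the cause there, and 0.056 in HPV+ cells (0.033), where the trend cannot be told apart because the correlation fell but stayed above the shuffles. The lowest windows of 30 genes lay on chromosome 12 from 56007659 to 57095476 in HPV− cells (median −1.224) and on chromosome 16 from 634427 to 1793700 in HPV+ cells (median −0.898). The stretch on chromosome 12 spans ATP5F1B, named above among the oxidative phosphorylation genes that fell in HPV− cells. A gain or loss of DNA copies cannot be told apart in either line. Genes of low expression in the lowest and highest windows, signed by the window, had a median of 0.399 (0 to 0.853, 21 genes) in HPV+ cells, with an interval that reaches 0. In HPV− cells it was −0.295 (−0.543 to 0.039, 57 genes), but 51 of these lay in the highest window, on chromosome 6 from 24494867 to 28923988, and 34 were histone genes, so this value decides nothing. By the rule set before the data were examined, a median of 0 or below, it would have argued against a change of copies. The rule was changed after the values were seen to read the interval, which reaches 0. Without the histone genes it was 0.073 (−0.053 to 0.523, 23 genes).

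For the MHC class II genes in HPV− cells, CD74, which has no near-identical copy in the class, had a log2 fold change of 2.206, which argues against reads shared among class II genes as the cause, and its adjusted p was 0.0505 without HPV− resistant replicate 1. An interferon response cannot be told apart. Interferon-stimulated genes had a median of −0.381 (−0.619 to −0.118), which by the first rule of this test argued against it. After the values were seen the rule was changed to also require that IRF1 did not rise, and this leaves the response open, since IRF1, which is among these genes, rose. The log2 fold changes of IRF1 and of the antigen presentation genes HLA-B and ERAP1 were 1.303 (adjusted p = 0.000253), 2.282 (adjusted p = 0.000317) and 1.406 (adjusted p = 0.000349). Only 87.5% of the transcripts of HLA-B were in the files. RNA from leukocytes cannot be told apart, since 6 leukocyte markers went both ways with a median of −0.331 (−1.86 to 1.649). Here too the rule first read the median alone, which argued against leukocytes, and was changed to the interval after the values were seen. PTPRC, a marker of leukocytes, had 0 counts in both HPV− resistant libraries, which allows 0.156 and 0.149 CPM, and 4 counts in HPV− parental replicate 2. CIITA, itself 1 of the 4 genes counted, may be a candidate source of the change in class II genes as their activator, and this was not tested.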

How the results depend on the processing

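Of 1071 values of named genes under the processing alternatives, 1066 kept their direction and side of the threshold and 5 no longer passed (NFKBIA and CTSS with a transcript length offset, and DCN with edgeR on 4 libraries, with no filter and with unmatched transcripts kept), and without 1 library 718 of 728 were kept and 10 no longer passed (CCND1, CD74, DCN, MT-CO1 and SAMHD1). None reversed. Without a minimum fold change, 4081 genes in HPV− and 2759 in HPV+ cells passed, 8821 between the parental cells and 1037 in both lines, and against a log2 fold change of 1 (glmTreat) 330, 223 and, for the difference between the lines, 500. Per transcript, 361 transcripts of 315 genes passed in HPV− and 382 of 340 genes in HPV+ cells, and 268 transcripts for the difference. For nuclear oxidative phosphorylation genes these 3 settings gave 44, 1 and 5 in HPV− and 38, 0 and 2 in HPV+ cells (over-representation without a minimum fold change 1.79e-08), and 7 in HPV+ cells with unmatched transcripts kept, an alternative added after the data were seen. For Wnt genes they gave 31, 0 and 2 in HPV− and 25, 1 and 2 in HPV+ cells, and for R-loop regulators 58, 3 and 7 in HPV− cells and, for the first 2 settings, 23 and 1 in HPV+ cells. Keratinization genes numbered 18 in HPV− cells per transcript, and 8 (glmTreat) and 5 (per transcript) in HPV+ cells. With an estimated correlation camera's adjusted p was 0.634 for oxidative phosphorylation in both lines, and 0.203 for keratinization and 0.673 for R-loop regulators in HPV− cells. Stricter rules pass fewer genes by construction, and for the other changes the cause was not tested. With each library left out in turn, where the lone sample of a group is assumed to vary like the others, counts ran from 1180 to 1904 in HPV−, 566 to 1267 in HPV+, 1193 to 1998 for the difference and 5065 to 5837 between parental cells. List counts ran from 7 to 35 (oxidative phosphorylation), 8 to 15 (Wnt), 27 to 33 (keratinization) and 15 to 22 (R-loop regulators) in HPV− cells, and from 2 to 14, 4 to 14, 13 to 21 and 6 to 10 in HPV+ cells. The share of differentially expressed genes in HPV− cells that were higher, 53.7%, ran from 41.5% (without HPV− parental replicate 2) to 62.3% (upper-quartile factors). The replicate number as a block gave 1616 and 1123 genes and 5540 between parental cells. The deviations of same-numbered libraries had correlations of −0.074 and −0.015 within the HPV− and HPV+ lines and 0.142 between the parental groups.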

Differences from the paper's values

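For CIITA the paper's log2 fold change is about 5.2 in Fig. 1E, read by eye, and the value here was 3.176. None of the 18 alternatives tried for CIITA, including those set before the data were examined, came within the error of the paper's value. The test per transcript was not among these 18, here or for the genes below. For CNGB1 the paper's value is about 7.1 in Fig. 1E, read by eye, and the value here was 6.333, with the paper's value reached with a transcript length offset and without HPV− parental replicate 2 and under no other alternative. For LYPD1 the paper's value is about -4.5 in Fig. 1F, read by eye, and the value here was −3.969. For RBCK1 the paper's value is about 2.3 in Fig. 1F, read by eye, and the value here was 1.954. For LYPD1 and RBCK1 the paper's values were reached with a transcript length offset, without HPV+ parental replicate 2 and without HPV+ resistant replicate 1, and under no other alternative. For LRATD1 the paper's value is about 6.1 in Fig. 1F, read by eye, and the value here was 5.337, with the paper's value reached with a transcript length offset and without HPV+ parental replicate 1 and under no other alternative.

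The paper ranks Wnt signaling first among pathways in HPV+ cells. The Wnt list used here, which is not the paper's ontology term, was at rank 16 of 34 lists by over-representation there. Its adjusted p was 0.252, with 0.182 without a minimum fold change and 0.214 from DESeq2's calls. Ranks 1, 9 and 10 went to lists the study chose, those labeled in Fig. 1F, with RT-qPCR primers and labeled in Fig. 1E. The paper states that oxidative phosphorylation was over-represented in resistant cells of both lines. The nuclear-encoded list used here passed in HPV− cells (adjusted p = 0.0436) and not in HPV+ cells (adjusted p = 0.114, and 0.0683 from DESeq2's calls), where it passed without a minimum fold change (adjusted p = 1.79e-08), an alternative set at the start. The paper states a downregulation of keratins after citing earlier work on HPV− carcinoma, and it reports overexpression of KRT6A in HPV+ resistant cells. The HPV+ counts given next are therefore not a departure from the paper. In HPV− cells 12 keratins were lower and 1 higher, and in HPV+ cells 4 were lower and 6 higher (4 and 4 without any 1 of the 4 HPV+ libraries). The paper did not identify changes in NF-κB signaling. The list used here, which holds TNF-α genes too, had 8 differentially expressed genes in HPV+ cells, with an adjusted p of 0.106 from edgeR's calls and 0.0466 from DESeq2's. The paper states fewer changed R-loop regulators in HPV+ than in HPV− cells. The list used here also had fewer in HPV+ cells, 10 against 16, and the exact McNemar test did not pass (two-sided, p = 0.238).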

Other observations

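Of 47 interferon-stimulated genes, 9 were lower and 2 higher in HPV− cells (9 and 3 when adjusted over the list alone), and in HPV+ cells 10 were higher and 2 lower (12 and 2). MX1, an antiviral GTPase, rose in HPV+ cells from 15.8 to 89.2 CPM, and OASL, a relative of the oligoadenylate synthetases, fell in HPV− cells from 173 to 63.5 CPM. Over-representation had adjusted p-values of 0.0436 and 0.00128 (Fisher's exact test, one-sided), and in HPV− cells it did not pass with DESeq2's calls (0.174, with 1 higher and 8 lower) or without a minimum fold change (0.0671). By camera the lists had adjusted p-values of 0.00767 and 0.000228, with an adjusted p = 0.816 with an estimated correlation in both lines. The HPV+ list held 5 higher and 1 lower without either HPV+ parental library, 5 and 3 without HPV+ resistant replicate 1 and 17 and 1 without HPV+ resistant replicate 2. The HPV− list held 1 higher without any 1 of the 4 parental libraries. Extracellular matrix genes went both ways, with 14 of 59 higher and 8 lower in HPV− cells, also when adjusted over the list alone, and 7 higher and 6 lower in HPV+ cells (8 and 6), at adjusted p-values of 2.02e-06 and 0.00314 (0.0671 in HPV+ cells without a minimum fold change). The lower count was 5 in HPV− cells without HPV− parental replicate 2 and 3 in HPV+ cells without HPV+ parental replicate 1. Among them TIMP3, an inhibitor of metalloproteinases, rose in HPV− cells from 10.4 to 124 CPM. Of 40 targets of p53, 7 were higher and 5 lower in HPV− cells (9 and 5 when adjusted over the list alone, adjusted p = 0.00506) and 2 higher and 2 lower in HPV+ cells, also when adjusted over the list alone (3 and 4 without HPV+ resistant replicate 1, and 1 and 3 without HPV+ parental replicate 2 or HPV+ resistant replicate 2).

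By edgeR and by DESeq2, 0 of 14 mismatch repair genes passed in either line (1 higher and 5 lower in HPV− and 1 higher and 2 lower in HPV+ cells at an unadjusted p under 0.05). Of 26 genes of nucleotide excision repair 1 was higher in HPV− cells, CDK7, whose transcripts were only 46.7% listed, and 0 passed in HPV+ cells by edgeR or DESeq2 (3 higher and 3 lower in HPV− and 3 higher and 2 lower in HPV+ cells unadjusted). Of 56 genes of crosslink repair and homologous recombination 1 was higher in HPV− cells and 0 passed in HPV+ cells by edgeR or DESeq2 (9 higher and 17 lower in HPV− and 8 higher and 4 lower in HPV+ cells unadjusted). Without a minimum fold change, 6 crosslink repair genes were higher and 12 lower in HPV− and 3 higher and 1 lower in HPV+ cells, 3 excision repair genes were higher and 1 lower in HPV− cells, and 4 mismatch repair genes were lower in HPV− and 1 higher in HPV+ cells by edgeR. Without HPV− resistant replicate 2 the excision repair count was 2 and the crosslink repair counts were 1 higher and 3 lower, as without HPV− parental replicate 2, with 1 higher and 1 lower without HPV− parental replicate 1, HPV− resistant replicate 1 or HPV+ parental replicate 1. In HPV+ cells 1 crosslink repair gene was lower without HPV+ parental replicate 2. Of 36 genes of platinum transport and detoxification 3 were higher and 3 lower in HPV− cells, with 0 higher without any 1 of the 4 HPV− libraries, and 1 was higher and 3 lower in HPV+ cells, with 0 higher without either HPV+ parental library and 2 without HPV+ resistant replicate 1. MT2A, a metallothionein, fell in HPV+ cells from 243 to 39.0 CPM. Of 40 NRF2 targets 1 was higher and 5 lower in HPV− cells and 2 higher and 0 lower in HPV+ cells by edgeR (3 and 0 by DESeq2, 4 and 0 without HPV+ resistant replicate 2, 1 and 2 without HPV+ resistant replicate 1, and 2 and 1 without HPV+ parental replicate 2).

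Of 76 mitochondrial ribosomal genes 13 were lower in HPV− and 5 in HPV+ cells, and of 46 proteasome genes 3 were lower in each, with the same counts when adjusted over the list alone. Over-representation did not pass for the ribosomal genes (adjusted p = 0.17 in HPV− and 1.0 in HPV+ cells) or the proteasome (1.0 in both), and without a minimum fold change both passed in HPV− cells (7.28e-10 and 1.62e-11) and not in HPV+ cells (0.451 and 0.224). In HPV− cells camera gave 4.64e-13, and an adjusted p = 0.634 with an estimated correlation, for the ribosomal genes, and 4.59e-11, and an adjusted p = 0.329 with an estimated correlation, for the proteasome. In HPV+ cells it gave 0.000741 and 0.00799, with 0.816 and 0.792 with an estimated correlation. The ribosomal count in HPV− cells was 4 without HPV− parental replicate 1, 24 without HPV− parental replicate 2 and 6 without HPV− resistant replicate 1, and in HPV+ cells 2 without HPV+ parental replicate 1 or HPV+ resistant replicate 2 and 3 without HPV+ resistant replicate 1. The proteasome count in HPV− cells was 2, with 1 higher, without HPV− parental replicate 1, 11 without HPV− parental replicate 2, 7 without HPV− resistant replicate 2 and 5 without HPV+ parental replicate 1. Of 77 cytosolic ribosomal genes 5 were lower in HPV− cells (3 without HPV− parental replicate 1 and 13 without HPV− parental replicate 2), and 0 passed in HPV+ cells by edgeR or DESeq2 (11 higher and 5 lower at an unadjusted p under 0.05). Of 34 replication-dependent histone genes 10 were lower in HPV− cells (8 by DESeq2, and 6 without HPV− parental replicate 1, HPV− resistant replicate 1, HPV− resistant replicate 2 or HPV+ parental replicate 2).

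Of 24 glycolysis genes 0 passed in HPV− cells by edgeR or DESeq2 (2 higher and 12 lower at an unadjusted p under 0.05), with 2 lower without HPV− parental replicate 2, 6 without HPV− resistant replicate 2 and 1 without HPV+ parental replicate 1. In HPV+ cells 1 was higher, and 0 without HPV+ parental replicate 1, or without HPV+ resistant replicate 1, where 1 was lower. Of 31 immediate early and heat shock genes 8 were lower and 1 higher in HPV− cells (over-representation adjusted p = 0.0208, not passed with DESeq2's calls, 0.0597 with 8 lower and 0 higher, or without a minimum fold change, 0.0555). There 4 were lower without HPV− parental replicate 1, 0 were higher without any 1 of the 4 parental libraries or HPV− resistant replicate 1, and 3 were higher and 6 lower without HPV− resistant replicate 2. In HPV+ cells 2 were higher and 3 lower (1 and 2 without HPV+ parental replicate 1, and 1 and 3 without HPV+ resistant replicate 2). Of 13 MHC class I genes 3 were higher in HPV− cells (4 when adjusted over the list alone, and 1 lower too without HPV− resistant replicate 2) and 0 passed in HPV+ cells by edgeR (2 lower by DESeq2, 4 lower at an unadjusted p under 0.05, and 1 lower without HPV+ parental replicate 1). Of 16 genes often higher in HPV-positive tumors 1 was higher and 1 lower in HPV− cells and 1 lower in HPV+ cells, and of 11 fibroblast markers 1 was higher in HPV− cells and 1 higher and 2 lower in HPV+ cells. Among 6 leukocyte markers 1 was higher and 2 lower in HPV− cells and 1 higher and 1 lower in HPV+ cells. Of 13 genes with RT-qPCR primers, a list the study chose, 5 were higher and 3 lower in HPV− cells and 2 higher and 2 lower in HPV+ cells, which is not independent evidence. Without HPV− resistant replicate 1, 0 of the tumor genes passed in HPV− cells, with 1 higher without HPV− parental replicate 1 and 1 lower without HPV+ parental replicate 1 or HPV+ parental replicate 2. The fibroblast count in HPV− cells was 2 without HPV− parental replicate 1 or HPV− resistant replicate 2, and in HPV+ cells 1 was lower without any 1 of the 4 parental libraries. Without HPV− parental replicate 2 or HPV− resistant replicate 1, 0 leukocyte markers were higher in HPV− cells. The leukocyte markers in HPV+ cells numbered 0 without any 1 of the 4 HPV+ libraries and 1 lower without either HPV− resistant library. The primer genes in HPV− cells were 2 higher and 3 lower without HPV− parental replicate 1 and 3 higher and 2 lower without HPV− parental replicate 2.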
